# Autophagy Regulation Influences β-Amyloid Toxicity in Transgenic *Caenorhabditis elegans*

**DOI:** 10.3389/fnagi.2022.885145

**Published:** 2022-05-12

**Authors:** Hongru Lin, Yehui Gao, Chen Zhang, Botian Ma, Mengchen Wu, Xianghuan Cui, Hongbing Wang

**Keywords:** *Caenorhabditis elegans*, autophagy, RNA-sequencing, quantitative proteomics, Alzheimer’s disease

## Abstract

Alzheimer’s disease (AD) is a progressive, neurodegenerative disease characterized by the accumulation of amyloid-beta (Aβ) proteins in the form of plaques that cause a proteostasis imbalance in the brain. Several studies have identified autophagy deficits in both AD patients and AD animal models. Here, we used transgenic *Caenorhabditis elegans* to study the relationship between autophagy flux and Aβ. We labeled autophagosomes with an advanced fluorescence reporter system, and used this to observe that human Aβ expression caused autophagosome accumulation in *C. elegans* muscle. The autophagy-related drugs chloroquine and 3-MA were employed to investigate the relationship between changes in autophagic flux and the toxicity of Aβ expression. We found that reducing autophagosome accumulation delayed Aβ-induced paralysis in the CL4176 strain of *C. elegans*, and alleviated Aβ-induced toxicity, thus having a neuroprotective effect. Finally, we used RNA-sequencing and proteomics to identify genes whose expression was affected by Aβ aggregation in *C. elegans*. We identified a series of enriched autophagy-related signal pathways, suggesting that autophagosome accumulation impairs Aβ protein homeostasis in nematodes. Thus, maintaining normal autophagy levels appears to be important in repairing the protein homeostasis imbalance caused by Aβ expression.

## Introduction

Alzheimer’s disease (AD) is a devastating neurodegenerative disorder with no known cure (Savelieff et al., 2019). Multiple factors, such as amyloid-beta (Aβ) peptide aggregation (Selkoe and Hardy, 2016), tau-protein hyperphosphorylation (Mangialasche et al., 2010), inflammatory processes (Martin et al., 2017), and oxidative stress (Huang and Mucke, 2012), are considered to be causative of AD. Additionally, growing evidence suggests that autophagy deficits promote the progression of AD (Li et al., 2017). The extensive accumulation of immature autophagosomal vesicles has been observed in the AD brain, suggesting that autophagic proteolysis may be seriously compromised in this disease (Florez-McClure et al., 2007). The phenomenon of autophagosome accumulation is also noted in the Aβ transgenic *Caenorhabditis elegans* strain CL4176 (Florez-McClure et al., 2007).

Transgenic *C. elegans* expressing human Aβ have been used as AD model systems because of their short lifespan, well-characterized genome, and considerable homology with human genomes (Sorrentino et al., 2017). Various AD nematode models have been developed to investigate the molecular mechanism of Aβ toxicity and to screen therapeutic agents. These include GMC101, which expresses full-length Aβ_1–42_ in the body wall muscle (Sorrentino et al., 2017); CL4176, which is an effective model for screening AD drugs with potential therapeutic effects (Drake et al., 2003); and CL2355, which expresses Aβ in the neurons, and is used to observe Aβ-induced neuronal changes (Wu et al., 2006).

Based on the extremely complex pathogenesis of AD, the work of finding new therapeutic targets from pathology has become particularly important. We hope to explore the relationship between autophagy regulation and Aβ toxicity through transgenic nematode models. In the present study, we found that autophagy dysfunction caused an imbalance in protein homeostasis in Aβ transgenic strain GMC101. The intracellular expression of Aβ caused autophagosome accumulation, enhanced lysosomal activity, activated the rapamycin signaling pathway. Moreover, autophagy dysfunction resulted in oxidative stress and increased the accumulation of Aβ. While inhibiting the formation of autophagosomes delayed paralysis and had a neuroprotective effect. These results suggest the need to focus on the differential changes of autophagy during early stages of AD, and to maintain a stable autophagy flux while formulating AD treatment plans.

## Materials and Methods

### Strains and Maintenance Conditions

*Caenorhabditis elegans* strains CL4176 [(pAF29) myo-3p:Aβ1–42 + (pRF4) rol-6 (su1006)]; CL2355 [pCL45 (snb-1:Abeta 1-42:3′-UTR (long) + mtl-2:GFP]; GMC101 [unc-54p:A-beta-1-42:unc-54 3′-UTR + mtl-2p:GFP]; and CL2122 [(pPD30.38) unc-54 (vector) + (pCL26) mtl-2:GFP] were obtained from the Caenorhabditis Genetics Center (CGC; Minneapolis, MN, United States). If there is no special instructions, all strains are stored at 20°C. The worms were cultured on solid nematode growth medium (NGM) (Chen et al., 2020) plates containing a lawn of *Escherichia Coli* (*E. coli*) OP50.

The strains were routinely cultured and maintained at 16°C (for CL4176 and CL2355) on nematode growth medium (NGM) seeded with *Escherichia coli* OP50. From larval stage 1 (L1) or the young adult stage, they were fed with small molecule drugs 3-methyladenine (3-MA) (S2767, Selleck, China) or chloroquine (CQ) (S6999, Selleck, China) to interfere with autophagy flux. 3-MA is a selective phosphoinositide 3-kinase (PI3K) inhibitor that blocks autophagy through its action on phosphoinositide 3-phosphate kinase, and PI3K activity is necessary for the nucleation and assembly of membrane pools in the early stages of autophagosome formation (Zeng and Zhou, 2008). And 3-MA could provide neuroprotective effects in cerebral ischemia injury models. Chloroquine is a lysosomotropic weak base, which in the monoprotonated form diffuses into the lysosome, where it becomes diprotonated and becomes trapped. Protonated chloroquine then changes the lysosomal pH, thereby inhibiting autophagic degradation in the lysosomes. It is generally believed that CQ could deacidify lysosomes and inhibit autophagy (Palmisano et al., 2017).

### Construction of Transgenic Strains

Plasmid *lgg-1*p:mCherry:GFP:*lgg-1* (pMH878) was a gift from Professor Malene Hansen (Chang et al., 2017). Transgenic GMC101 or CL2122 strains expressing an extrachromosomal array were created by the gonadal microinjection of pMH878 (100 μg/ml) (Chang et al., 2017), which was subsequently integrated by γ-irradiation followed by outcrossing four times to GMC101 or CL2122 strains (Chang et al., 2017).

### RNA Sequencing (RNA-Seq)

GMC101 and CL2122 strains were synchronized (Fabian and Johnson, 1994), and their eggs allowed to hatch and develop to the young adult stage on NGM plates at 20°C. Then, the temperature was increased to 25°C to induce Aβ expression for 8 or 24 h. Gene expression in GMC101 and CL2122 strains was assessed by Novo Gene Corporation (Beijing, China). Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, United States) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. In order to select cDNA fragments of preferentially 250∼300 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, United States). Then 3 μl USER Enzyme (NEB, United States) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq platform and 150 bp paired-end reads were generated. Up- or down-regulated genes were identified by filtering RNA-seq data with the following cut-off: a twofold change in expression level and a false discovery rate analog of *p* < 0.05. KEGG pathway enrichment was applied using “clusterProfiler” with criteria *p* < 0.05 (Yu et al., 2012). All raw data and detailed experimental methods have been uploaded to GEO database, GEO number: GSE198684. Information on differential genes is in Supplementary Material.

### Quantitative Proteomics

GMC101 and CL2122 strains were synchronized, and their eggs allowed to hatch and develop to the young adult stage on NGM plates at 20°C. Then, the temperature was increased to 25°C to induce Aβ expression for 24 h. The label-free detection of protein expression in GMC101 and CL2122 strains was assessed by Novo Gene Corporation. A brief description is as follows: Peptides were separated in a home-made analytical column (15 cm × 150 μm, 1.9 μm), using a linear gradient elution. The separated peptides were analyzed by Q Exactive™ HF-X mass spectrometer (Thermo Fisher), with ion source of Nanospray Flex™(ESI), spray voltage of 2.1 kV and ion transport capillary temperature of 320°C. Full scan range from m/z 350 to 1,500 with resolution of 60,000 (at m/z 200), an automatic gain control (AGC) target value was 3 × 106 and a maximum ion injection time was 20 ms. The all resulting spectra were searched against database by the search engines: Proteome Discoverer 2.2 (PD 2.2, Thermo). Up- or down-regulated proteins were identified by filtering the data with the following cut-off: a twofold change in expression level and a false discovery rate analog of *p* < 0.05. Information on differential proteins is in Supplementary Material.

### Quantification of Autophagic Vesicles

*Caenorhabditis elegans* were mounted live on a 2% agarose pad in M9 medium containing 0.1% NaN_3_, and imaged using the Echo Revolve microscope at 40 ×. We selected the area above the pharynx of nematodes for statistics. The count method of mCherry:GFP:*lgg-1*-positive punctae was derived from the reported literature (Keith et al., 2016). Data were analyzed using one-way analysis of variance (ANOVA) or two-way ANOVA as applicable.

### Paralysis Assay

Aβ transgenic CL4176 nematodes were maintained on NGM at 16°C and synchronized (Zhang et al., 2016). They were treated with or without drugs at stage L1 for 36 h, then transferred to 23°C for transgene induction. This temperature shift stimulated Aβ expression, causing Aβ aggregation and leading to paralysis. Scoring was begun 27 h after the temperature shift, and the nematodes were considered to be paralyzed if they failed to move their bodies when touched and produced a “halo” of cleared bacterial lawn because they only moved their heads while feeding. We used PT_50_ as an index (the time interval from the onset of paralysis at which 50% of the nematodes were paralyzed). For example, a PT_50_ of 4.1 h for the control was obtained by subtracting the onset time of paralysis, 29 h, from the time when 50% of the nematodes were paralyzed (33.1 h). The assay was performed at least three times. And each individual group contained more than 30 nematodes. Statistical analysis was conducted with GraphPad Prism 6.0 software, and *p* values were calculated using the log-rank test.

### LysoTracker Red Staining

The acidophilic dye LysoTracker Red (C1046; Beyotime Biotechnology, Shanghai, China) (Imanikia et al., 2019) was used at a final concentration of 15 μM. Synchronized GMC101 or CL2122 strains maintained at 20°C were treated with LysoTracker at stage L1 until the young adult stage, then transferred to 25°C for transgene induction. After 24 h, nematodes were washed twice in fresh M9 (without LysoTracker) and imaged using a Revolve microscope (Imanikia et al., 2019).

### Gene Expression Analysis by Quantitative PCR

Total RNA was extracted using Trizol A + (Tiangen, Beijing, China) and reverse-transcribed into cDNA. Expressed genes were amplified in triplicate and quantified by PCR using a SYBR Green PCR Mix (B21702, Bimake, China) with the Roche LightCycler system. Data was analyzed using the 2^–ΔΔCT^ method. The primer sequences used for quantitative PCR (qPCR) are provided in Supplementary Material 1.

### RNA Interference

RNA interference (RNAi) experiments were based on a reported protocol (Li et al., 2018). In brief, RNA was delivered to nematodes by feeding, so gravid CL4176 adults were bleached, and eggs were placed on NGM dishes containing 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG). An HT-115 (DE3) bacterial colony containing L4440 or the target gene plasmid was inoculated in LB broth containing 100 μg/mL ampicillin and 12.5 μg/mL tetracyclines, and grown for 8 h in a 37°C shaker. The bacteria were plated on the NGM dish containing IPTG 1 h prior to the addition of nematodes. The synchronized CL4176 strain was grown on RNAi NGM plates from eggs to adults for two generations. Synchronized L1 worms were treated with or without 3-MA or CQ for the paralysis assay as described above (Zhang et al., 2016).

### Measurement of Reactive Oxygen Species

Endogenous reactive oxygen species (ROS) levels were measured using 2′,7′-dichlorofluorescein diacetate (H2DCF–DA), which reacts with endogenous ROS to generate a fluorescent product (Yang et al., 2018). Nematodes were treated as in the paralysis assay, and ROS was measured at the point of paralysis. They were then incubated with 50 μM H2DCF–DA for 30 min at 37°C, and the fluorescence intensity was measured at excitation and emission wavelengths of 485 and 535 nm, respectively. The assay was performed in triplicate.

### Western Blotting

The GMC101 strain was synchronized, and eggs were allowed to hatch and develop to the L4 stage on NGM plates with or without 3-MA or CQ at 20°C. Then, the temperature was increased to 25°C and maintained for 24 h. Nematodes were collected from the plates with M9 buffer and washed twice to eliminate bacteria. Samples were heated at 100°C in sample loading buffer for 10 min and centrifuged at 10,000 g for 10 min (Sangha et al., 2015). Collected supernatant was boiled with loading buffer at 100°C for 5 min before being loaded into the gel. A 10–180 kDa protein marker (PR1910, Solarbio, China) was used as an indicator of molecular weight (Zhu et al., 2019). Samples were run at 40 V for 40 min on a stacking gel, and at 80 V for 120 min on a separating gel. The gel was then transferred to a polyvinylidene fluoride membrane using 20% methanol transfer buffer at 100 V for 1 h. Blots were blocked in Tris-buffered saline with Tween 20 + 5% skimmed milk for 1 h. The Aβ protein levels were detected with 6E10 monoclonal antibody (dilution 1:500; 803014, BioLegend), with an anti-β-actin antibody (dilution 1:2,000; 60008, Proteintech) as a control. mCherry -GFP-LGG-1 was detected with a primary antibody against LGG-1 (dilution 1:1,000; Cell Signaling Technology). The horseradish peroxidase-conjugated goat anti-mouse antibody (1:2,000, Cell Signaling Technology) was used as the secondary antibody. Incubate the primary antibody overnight, and incubate the secondary antibody for 2 h at room temperature. Images were captured using a Chemiscope 3400 mini western blot imaging system (Amersham Imager 600, GE, United States). Mean densities of the Aβ bands were analyzed using Image J software.

### Chemotaxis Assays

The chemotaxis response in *C. elegans* is mediated by the activation of several sensory neurons and interneurons to stimulate motor neurons. Chemotaxis assays were performed as described previously (Wu et al., 2006). Synchronized transgenic *C. elegans* CL2355 and its control strain CL2122 were treated with or without 3-MA or CQ starting from L1 stage. They were cultured at 16°C for 36 h, then at 23°C for another 36 h, then collected and assayed in 100 mm plates. A total of 1 μl 0.25 M sodium azide and 1 μl odorant (0.5 M sodium acetate in 100% ethanol) were added to the “attractant” spot. On the opposite side of the attractant spot, 1 μl control odorant (100% ethanol) and 1 μl sodium azide were added. Immediately afterward, 2 μl nematodes (n = approximately 60) were pipetted into the center of the plate, incubated at 23°C for 1 h, and the number of nematodes in each quadrant was scored. The chemotaxis index (CI) is a measure of the fraction of worms that move to the location of the attractant, and was calculated as follows:

CI=⁢(number⁢of⁢worms⁢in⁢both⁢attractant⁢quadrants-number⁢of⁢worms⁢in⁢both⁢control⁢quadrants)/total⁢number⁢of⁢scored⁢worms.

### 5-Hydroxytryptamine Sensitivity Assay

CL2355 worms were egg-synchronized and placed onto fresh NGM plates seeded with OP50, treated with or without 3-MA or CQ at 16°C for 36 h, then transferred to 23°C for 36 h. They were collected with M9 buffer, and the number of paralyzed worms after exposure to 5 mg/mL 5-hydroxytryptamine (5-HT) in a 96-well plate for 24 h was counted (Wu et al., 2006). The assay was performed at least three times.

### Statistical Analysis

GraphPad Prism 6.0 software was used for statistical analyses. For paralysis assays, *p*-values were calculated using the log-rank test. The Student’s *t*-test was used to compare two groups. One-way ANOVA with Duncan’s test was performed to compare multiple groups. *p* < 0.05 was considered statistically significant.

## Results

### Human Aβ Expression Results in Autophagosome Accumulation in *Caenorhabditis elegans* Muscle

The accumulation of autophagic vacuoles at various stages of maturation has been reported in the CL4176 strain (Florez-McClure et al., 2007). In order to further confirm the phenomenon is widespread in transgenic Aβ strain, we constructed a dual-fluorescent mCherry:GFP:LGG-1 protein system using the GMC101(Aβ_1–42_) strain and CL2122(control) strain to monitor autophagosomes by microinjection (Chang et al., 2017). With this reporter, autophagosomes are visualized as both GFP- and mCherry-positive punctae. By counting the number of GFP-LGG-1 positive punctae, we observed clear autophagosome accumulation in the GMC101 strain compared with the CL2122 strain (Figures 1A,B). To further confirm this, we used western blotting to measure the expression of lgg-1-II, which binds to autophagosomes (Springhorn and Hoppe, 2019). The protein level was significantly increased in the GMC101 strain compared with the CL2122 strain (Figures 1C,D), which was supportive of autophagosome accumulation in the Aβ transgenic strain.

**FIGURE 1:**
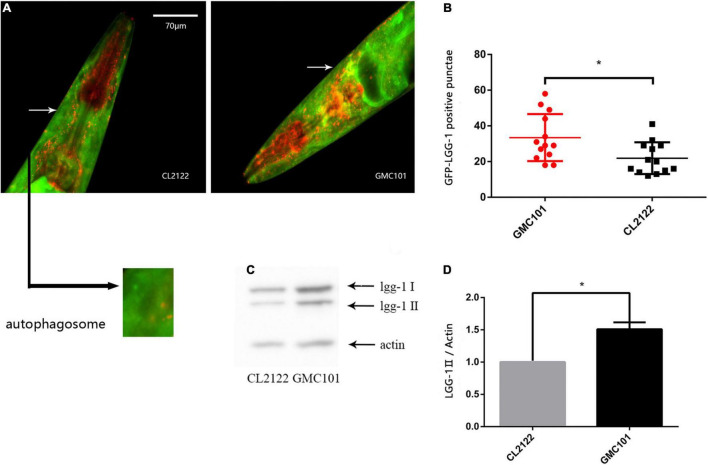
Autophagosome accumulation in GMC101 and CL2122 strains. **(A)** Punctae formation as shown by fluorescence microscopy. **(B)** Scoring of punctae showing a significant increase in the GMC101 strain (*n* = 15 for CL2122 and *n* = 18 for GMC101, *p < 0.05 by the Student’s *t*-test). **(C)** Representative western blot of mCherry::GFP::lgg-1 in CL2122 and GMC101 strains. **(D)** Quantified western blot gel intensities, as determined by ImageJ software (*n* = 3, *p < 0.05 by the Student’s *t*-test).

### Autophagosome Accumulation in GMC101 Is Not Due to Down-Regulated Lysosomal Acidity but Due to Reactive Oxygen Species-Mediated Abnormal Autophagosome Fusion

Decreased lysosomal acidity caused by aging has been identified as causative of abnormal autophagic flux in the brain of AD patients (Zare-Shahabadi et al., 2015). We speculated that autophagosome accumulation in the GMC101 strain is also associated with decreased lysosome acidity. To investigate this, we first measured mRNA expression levels of V-ATPase and cathepsin genes, which maintain lysosomal acidity (Ernstrom et al., 2012) and degrade Aβ (Hook et al., 2020), respectively. However, contrary to our expectations, the transcription of V-ATPase and cathepsin genes was significantly increased 24 h Aβ post-induction (Figure 2A and Table 1). 

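In the RNA-seq of worms after 24 h of induction, the authors' deposited table held 1 value per gene and strain, a read count normalized by edgeR's TMM method. The differences between GMC101 and CL2122 therefore had no replicate check. The whole reads behind these values were recovered, and each log2 fold change was given a 95% interval, the exact Clopper-Pearson interval of GMC101's share of the gene's reads converted to a log2 fold change. Such intervals cover counting error only, not the variation between worm populations. The V-ATPase subunit gene vha-5 (WBGene00006914, chromosome IV from 8303968 to 8307369) had 2097 normalized counts in GMC101 and 1042 in CL2122. Its log2 fold change in the authors' deposited table was 1.01, with an adjusted p of 0.127 (edgeR's exact test with Benjamini-Hochberg adjustment), and its counting interval ran from 0.90 to 1.12. For vha-6 (WBGene00006915, chromosome II from 11435212 to 11438464), the values were 7605 normalized counts in GMC101 and 2953 in CL2122. The log2 fold change of vha-6 in the authors' deposited table was 1.36 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.0178), with a counting interval of 1.30 to 1.43. The cathepsin B gene cpr-5 (WBGene00000785, chromosome V from 1132598 to 1134036) had 8904 normalized counts in GMC101 and 4138 in CL2122, and a log2 fold change of 1.11 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.0772). Its counting interval was 1.05 to 1.16. The neighboring gene cpr-8 (WBGene00021070, chromosome V from 1134485 to 1139172) had 509 normalized counts in GMC101 and 151 in CL2122. In the authors' deposited table, cpr-8 had a log2 fold change of 1.75 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.00224), with a counting interval of 1.49 to 2.02. At an adjusted p under 0.05 and a log2 fold change over 1, vha-6 and cpr-8 passed, and vha-5 and cpr-5 did not. This test compares those libraries, not the conditions. It rests on an assumed dispersion, a biological coefficient of variation of 0.2, and neither vha-6 nor cpr-8 passed at 0.4, while vha-5 and cpr-5 passed at 0.1. By the paper's qPCR, a separate measurement, each of these genes was higher in GMC101.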

To better observe Aβ-induced changes in lysosomal acidity, we carried out LysoTracker Red staining, and detected significantly increased levels of staining in the GMC101 strain compared with the CL2122 strain (Figures 2B,C). These results indicate that lysosomal acidity is enhanced in the GMC101 strain, suggesting its autophagosome accumulation is not caused by decreased lysosome acidity. In fact, Aβ induction appears to not only enhance the expression of lysosome-related genes but also to increase lysosomal acidity.

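Across all 21 V-ATPase subunit genes found by symbol, the median log2 fold change at 24 h was 0.54, at percentile 100 among 10000 random lists of the same size matched on mean expression. These percentiles describe the deposited values, which carry no replicates. The log2 fold changes of the subunit genes ranged from 0.18 to 1.36, all above 0, and vha-3 (singled out after its values were seen), vha-5 and vha-6 exceeded 1. With the libraries scaled to their total counts, the median was 0.35 and every gene but vha-15, singled out in the same way, stayed above 0. That scaling moved the log2 fold change of the median gene by -0.19. Scaling shifts nearly all genes alike, so the gap between the V-ATPase median and the median of all genes, 0.58, could hardly change with it. The expression-matched random lists, a closer reference for these genes, had a median of 0.12. The 27 cathepsin genes (cpr, cpl, cpz and asp symbols) had a median log2 fold change of 0.19, at percentile 72.5 of the random lists. Of these, 15 lay above 0 and 12 below it. The authors' deposited table had 6 of them past the threshold as higher in GMC101 and 3 as lower, the latter being asp-7, asp-8 and cpr-2, which were singled out after their values were seen. Among members with a mean of at least 50 normalized counts the cathepsin median was 0.51, and it was 0.0032 with total-count scaling. A list of 12 body wall muscle genes, which holds no V-ATPase or cathepsin gene, had a median log2 fold change of 0.93 at the same time, at percentile 100 of its random lists, and all 17 genes of an oocyte and eggshell list were above 0. From the expression of the lysosomal genes and the LysoTracker Red staining together, the paper proposes that reduced lysosomal acidity is not what makes autophagosomes accumulate.

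**Figure D1:**
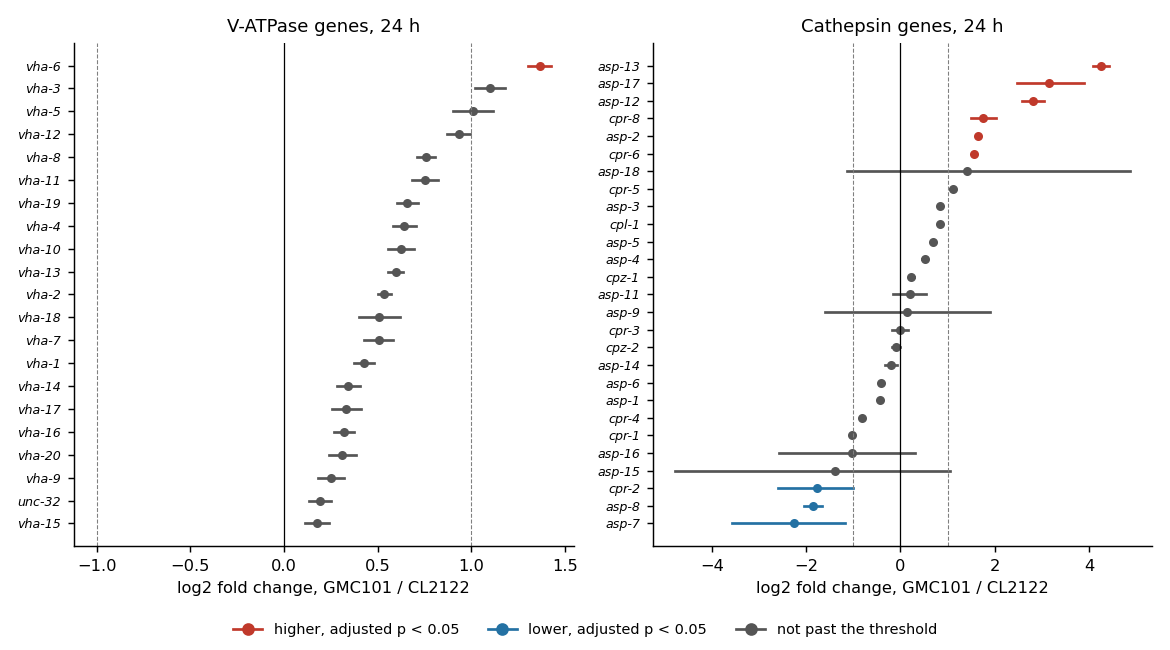
Log2 fold change of GMC101 over CL2122 (x axis) for each V-ATPase gene (left) and cathepsin gene (right) after 24 h, 1 value per strain; points are the values of the authors' deposited table, lines the 95% counting intervals, and dashed lines mark a log2 fold change of 1 in either direction. All V-ATPase genes lie above 0 (vha-15 lies just below with total-count scaling), while cathepsin genes run from -2.26 to 4.26.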

**FIGURE 2:**
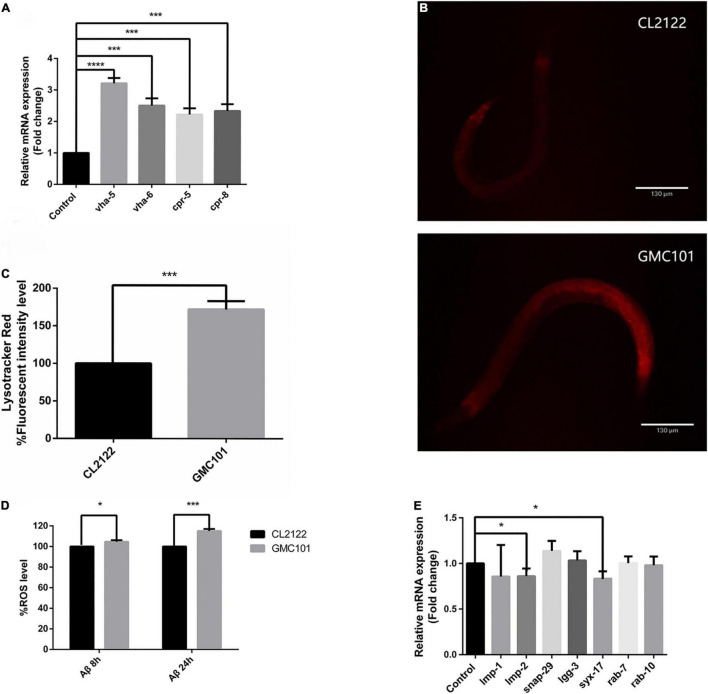
Aβ enhanced lysosomal acidity in GMC101 compared with CL2122 strains. **(A)** V-ATPase and cathepsin mRNA expression. **(B)** Representative fluorescence images of CL2122 and GMC101 strains stained with LysoTracker Red after Aβ induction for 24 h. **(C)** Quantified CL2122 and GMC101 fluorescence intensities (*n* = 10 for CL2122 and *n* = 11 for GMC101, repeated three times. ***p < 0.001 by the Student’s *t*-test). **(D)** Levels of ROS in transgenic *C. elegans*. **(E)** Autophagosome and lysosome fusion gene mRNA expression following Aβ induction for 24 h. Each group contained about 60 worms (*n* = 3, *p < 0.05; ***p < 0.001 by the Student’s *t*-test; ****p < 0.0001).

**TABLE 1:** Differential gene expression verified by qRCR.

Gene ID	Fold Change (RNA-seq)	Fold Change (qPCR) ± SEM
vha-5	3.5933	3.210 ± 0.0981
vha-6	2.0691	2.507 ± 0.1317
cpr-5	2.4064	2.217 ± 0.1172
cpr-8	2.3219	2.333 ± 0.1241
atg-16.2	0.3769	0.776 ± 0.0058
epg-8	0.4476	0.672 ± 0.0203
lgg-1	0.4691	0.663 ± 0.0412
atg-4.2	0.3542	0.879 ± 0.0057
atg-18	0.4426	0.732 ± 0.0225
hsp-16.2	33.1284	8.002 ± 1.710
hsp-70	15.6707	8.716 ± 0.755

*The experimental method and the number of repetitions have been stated in the method. The primer sequence is in Supplementary Material 1.*

It was reported that Aβ induction could increase ROS levels in the transgenic APP mouse model (3×Tg-AD) (Ghosh et al., 2012), while ROS was shown to cause autophagosome accumulation (Wang et al., 2019). We evaluated the nematode redox status by measuring intracellular ROS levels with H_2_DCF-DA (Figure 2D). The transcription levels of autophagosome–lysosomal fusion genes were also measured (Figure 2E). Following Aβ induction, ROS levels increased while fusion-related gene transcription was down-regulated. This suggests that ROS prevented the fusion of autophagosomes and lysosomes.

### Reducing Autophagosome Accumulation Delays Aβ-Induced Paralysis and Suppresses Neuronal Aβ Expression-Induced Defects in Chemotaxis Behavior and 5-Hydroxytryptamine Sensitivity

Because abnormally high ROS levels caused autophagosome accumulation (Wang et al., 2019), and abnormal organelles destroyed protein homeostasis, we next explored the effect of autophagosome accumulation on protein homeostasis. First, we used the fluorescent nematode mentioned in the above article to evaluate the effect of 3-MA and CQ on the number of GFP-LGG-1 positive punctae. Both fluorescence analysis (Figures 3A,B) and western blotting (Figures 3C,D) showed that 3-MA significantly reduced, while CQ aggravated, autophagosome accumulation.

**FIGURE 3:**
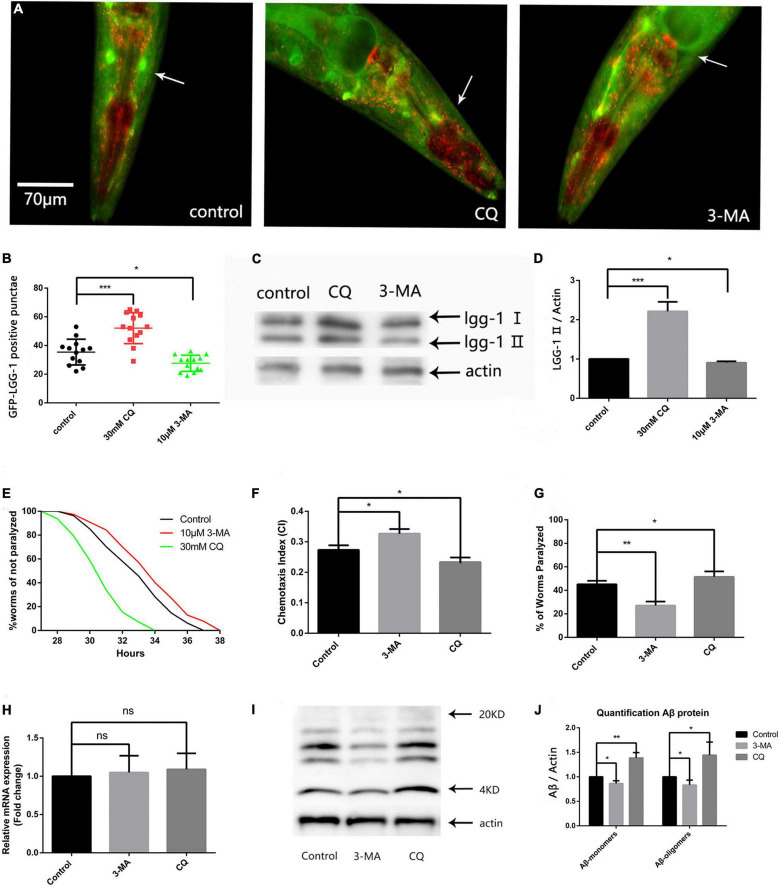
Reducing autophagosome accumulation delays Aβ-induced paralysis in the CL4176 strain and suppresses neuronal Aβ expression-induced defects in chemotaxis behavior and 5-HT sensitivity. **(A)** Punctae formation in the GMC101 strain as shown by fluorescence microscopy. **(B)** Scoring of punctae (*n* = 13 per group, *p < 0.05; ***p < 0.001 by the Student’s *t*-test). **(C)** Representative western blot of mCherry::GFP::lgg-1. **(D)** Quantified western blot gel intensities, as determined by ImageJ software (*n* = 3, *p < 0.05; ***p < 0.001 by the Student’s *t*-test). **(E)** 3-MA delayed Aβ-induced paralysis and CQ accelerated Aβ-induced paralysis in the CL4176 strain (*n* = 3, **p < 0.01; ***p < 0.001 by the log-rank test). **(F)** 3-MA significantly improved chemotaxis while CQ significantly impaired chemotaxis. **(G)** Serotonin hypersensitivity was restored to normal levels by 3-MA. CQ worsened serotonin hypersensitivity. Each group contained about 60 worms (*n* = 3, *p < 0.05; **p < 0.01). **(H)** Aβ mRNA expression in treated and untreated nematodes. **(I)** Representative western blot of Aβ species in transgenic nematodes. **(J)** Quantified western blot gel intensities, as determined by ImageJ software (*n* = 3, *p < 0.05; **p < 0.01 by the Student’s *t*-test).

Then we used the CL4176 model to evaluate the effect of autophagy intervention on protein homeostasis. Our results showed that 10 μM 3-MA caused a delay in Aβ-induced paralysis, and that the PT_50_ value was increased by 30.54% compared with the control (Figure 3E and Table 2). This suggests that inhibiting the formation and reducing the accumulation of autophagosomes has a protective effect against AD in nematodes. Conversely, 30 mM CQ significantly accelerated Aβ-induced paralysis and decreased the PT_50_ value by 37.84% (Figure 3E and Table 2), showing the clear impact of lysosome deacidification on protein homeostasis. These results are consistent with the observed decrease in lysosomal activity mediated by aging responsible for autophagy dysfunction (Lipinski et al., 2010), which promotes the progression of AD.

**TABLE 2:** Paralysis assay in CL4176 strain nematodes.

	N	PT_50_	*P*-value	Extension percentage (%)
Control	3	3.70 ± 0.10		
10 μM 3-MA	3	4.83 ± 0.20	0.007**	30.54
30 mM CQ	3	2.30 ± 0.06	0.0003***	−37.84
l4440	3	2.46 ± 0.14		
epg-8 RNAi	3	3.10 ± 0.05	0.0155*	26.01
epg-8 RNAi CQ	3	2.06 ± 0.26	ns	−16.26
l4440	3	4.66 ± 0.15		
hsp-16.2 RNAi	3	3.97 ± 0.18	0.0375*	−14.99
hsp-16.2 RNAi 3-MA	3	3.36 ± 0.40	0.0392*	−27.80
l4440	3	4.16 ± 0.03		
hsp-70 RNAi	3	3.56 ± 0.33	0.0002***	−14.00
hsp-70 RNAi 3-MA	3	2.86 ± 0.12	0.0005***	−31.19

The experimental method and the number of repetitions have been stated in the method. *p < 0.05; **p < 0.01; ***p < 0.001.

Because limiting autophagosome accumulation delayed paralysis in the CL4176 strain, we next explored whether reducing autophagy accumulation had neuroprotective effects by characterizing the neuronal controlled behaviors of chemotaxis and 5-HT sensitivity in the CL2355 strain, in which Aβ is expressed in neuronal cells (Wu et al., 2006). The CI is a measure of the fraction of worms that are able to arrive at the location of the attractants. 5-HT is a key neurotransmitter that modulates several behaviors of *C. elegans*. When exogenous 5-HT is applied to the nematodes, they become paralyzed as a result of the sensitivity to excessive 5-HT (Wu et al., 2006).

Figure 3F shows that 10 μM 3-MA significantly improved the CI compared with the untreated control (CI_control_, 0.2733 ± 0.0088 vs. CI_3–MA_, 0.3300 ± 0.0057, *n* = 3, **p < 0.01), suggesting that 3-MA has a significant neuroprotective effect in nematodes. We also found that 30 mM CQ significantly reduced the CI compared with the control (CI_control_, 0.2733 ± 0.0088 vs. CI_CQ_, 0.2333 ± 0.0088, *n* = 3, *p < 0.05).

Using the ability of nematodes to take up exogenous 5-HT, we next evaluated the effects of 3-MA and CQ on the nematode nervous system. Figure 3G shows a percentage paralysis of 3-MA-treated worms of 27.00 ± 1.98% and CQ-treated worms of 53.23 ± 1.19%, compared with the control of 45.10 ± 1.75%. Therefore, 10 μM 3-MA ameliorated the phenotypic defect in the CL2355 strain, while it was made worse by 30 mM CQ. Thus, the inhibition of autophagosome formation by 3-MA exerted a significant neuroprotective effect in the nematode model of Aβ-induced neurotoxicity, while abnormal autophagosome degradation exacerbated Aβ-induced neurotoxicity.

To further evaluate protein homeostasis in nematodes, we measured the level of Aβ mRNA by qPCR, but found no significant difference between 3-MA-treated and CQ-treated nematodes (Figure 3H). However, western blotting of Aβ protein levels (Sangha et al., 2015) showed that 30 mM CQ significantly increased the expression of Aβ monomers (fold-change: 1.387 ± 0.062, *n* = 3, **p < 0.01) and oligomers (fold-change: 1.443 ± 0.153, *n* = 3, *p < 0.05) (Figure 3I). Moreover, 10 μM 3-MA significantly reduced the expression of Aβ monomers (fold-change: 0.863 ± 0.031, *n* = 3, *p < 0.05) and oligomers (fold-change: 0.833 ± 0.057, *n* = 3, *p < 0.05) (Figure 3J). This phenomenon may be associated with the alleviation of autophagosome accumulation, and requires further exploration.

### Autophagosome Reduction by the PI3K Complex Delays Aβ-Induced Paralysis in CL4176 Nematodes and Has a Neuroprotective Effect

Because the PI3K inhibitor 3-MA delayed paralysis, we next determined whether suppressing PI3K gene transcription would have the same effect. We used RNAi to decrease the expression of PI3K complex-related genes (Figures 4A–C) *bec-1*, *vps-34*, and *epg-8* (Zhang and Baehrecke, 2015). Figure 4C shows that *epg-8* RNAi delayed Aβ-induced paralysis, and increased the PT_50_ value by 26.01% compared with the control (Table 2). While *bec-1* or *vps-34* RNAi did not prolong paralysis. Then we performed RNAi on the fluorescent model. Autophagosome accumulation was significantly reduced (Figures 4E–H) when we reduced the expression of *epg-8* by RNAi, indicating that reducing autophagosome accumulation alleviates Aβ-induced toxicity. No significant differences were observed after intervention on the other two genes. CI and 5-HT sensitivity results also provided strong support for this (Figures 4I,J), with *epg-8* RNAi significantly increasing the CI compared with the control (CI_l4440_, 0.2533 ± 0.0145 vs. CI_epg–8RNAi_, 0.3300 ± 0.0231, *n* = 3, *p < 0.05). Moreover, *epg-8* RNAi worms had a percentage paralysis of 59.43 ± 1.99% in the 5-HT sensitivity assay compared with 54.40 ± 1.36% for the l4440 control, indicating that serotonin hypersensitivity was restored to normal levels by *epg-8* RNAi. This protective effect was offset by CQ (Figures 4C,I,J). Thus, stopping the formation of autophagosomes and reducing their accumulation decreased Aβ-induced neural damage. 3-MA administration had no additive effects on the basis of *epg-8* RNAi (Figure 4D).

**FIGURE 4:**
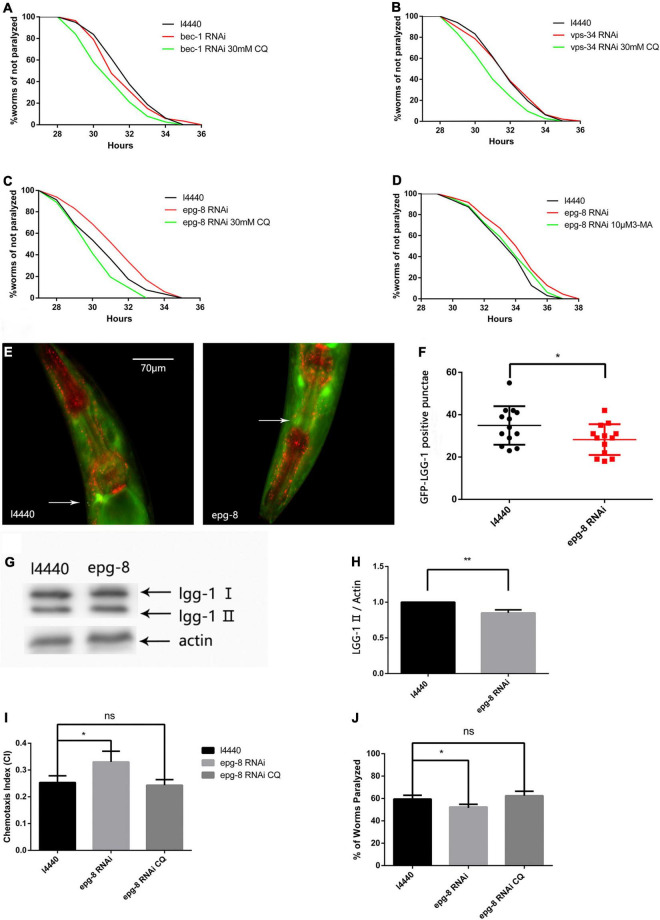
The CL4176 strain was fed either vector l4440 control bacteria or bacteria expressing RNAi for *bec-1* **(A)**, *vps-34* **(B)**, or *epg-8* **(C,D)**. RNAi of *epg-8* delayed Aβ-induced paralysis which could be offset by CQ. (*n* = 3, *p < 0.05 by the log-rank test). Each individual group contains more than 30 nematodes. **(E)** Punctae formation in the GMC101 strain with or without RNAi bacteria as shown by fluorescence microscopy. **(F)** Scoring of punctae with or without RNAi bacteria (*n* = 13 per group, *p < 0.05 by the Student’s *t*-test). **(G)** Representative western blot of mCherry::GFP::lgg-1. **(H)** Quantified western blot gel intensities, as determined by ImageJ software (*n* = 3, **p < 0.01 by the Student’s *t*-test). **(I)** Chemotaxis of the CL2355 strain fed either vector l4440 control bacteria or bacteria expressing RNAi for *epg-8*. **(J)** Serotonin hypersensitivity was restored by *epg-8* RNAi and reversed by CQ. Each group contains about 60 worms (*n* = 3, *p < 0.05).

### The Neuroprotective Effect of Inhibiting Autophagosome Accumulation Requires the Participation of Small Molecular Chaperones

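RNA-seq compared GMC101, which expresses human Aβ1-42 in body wall muscle when shifted to 25°C, with CL2122, a control strain that carries the empty vector and the same intestinal GFP marker, after 8 h and 24 h of induction. The sample labels list 3 samples per strain at 24 h and 2 per strain at 8 h, and give their stage as L1, where the paper's methods describe young adults. The authors deposited 1 table per time, with 1 normalized count per gene and strain and with fold changes and p-values. The columns name no replicate, so whether a value is 1 library or a pool cannot be told from them. Low values in each column were whole multiples of a single step, and dividing by it gave whole reads for 99.97% to 99.98% of the values. The recovered reads on genes totaled 20533034 for GMC101 and 22520669 for CL2122 at 8 h, over 19177 genes. At 24 h they totaled 25283084 for GMC101 and 24583097 for CL2122, over 21915 genes. At these depths 3 reads correspond to between 0.119 and 0.146 CPM (reads scaled to the library total), the smallest share treated as detectable. Rerunning edgeR's exact test on the recovered reads, with TMM normalization and an assumed dispersion of 0.04, returned the log2 fold changes of the authors' deposited table to within 7.14e-06. The paper's text names no dispersion, aligner, read counter or genome build. Gene coordinates are those of the authors' deposited table. Of its 21915 gene identifiers at 24 h, 21749 are in the Ensembl annotation of WBcel235, and each of those overlaps its position there. How reads that fit more than 1 gene were counted is not stated, so values of near-identical or overlapping genes are uncertain. Each comparison sets 1 value against 1, so no spread between replicates could be computed, and the p-values depend on the assumed dispersion.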

To better understand the Aβ-induced mechanism of autophagy dysfunction, we performed RNA-seq and proteomic analysis. RNA-seq identified 45 genes that were up-regulated and 111 that were down-regulated in the GMC101 strain compared with the CL2122 control after 8 h Aβ induction, as well as 881 genes that were up-regulated and 1,034 down-regulated after 24 h induction (Figures 5A–C). 

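Applying the paper's threshold to the authors' deposited table gave 45 genes higher and 111 lower in GMC101 at 8 h, and 881 higher and 1034 lower at 24 h. The recovered reads, tested with the same assumed dispersion, gave the same 156 genes at 8 h and the same 1915 at 24 h. The number depended most on the dispersion. With a biological coefficient of variation of 0.4, 43 genes were higher and 8 lower at 24 h, and 7 higher and 9 lower at 8 h. Genes higher in GMC101 made up 46.0% of those past the threshold at 24 h. With total-count scaling they were 33.9%, 743 higher against 1451 lower. Of the genes past the threshold at 24 h, 233 had 3 or fewer reads in 1 of the strains, against 22 at 8 h. Among genes past the threshold with a gene symbol of their own, not only a sequence name, and at least 50 normalized counts in the higher strain, the 3 largest rises at 8 h were those of hsp-16.41, clec-70 and hsp-70. Of these, clec-70 (WBGene00021581, chromosome IV from 3932733 to 3936238) had 108 reads in GMC101 and 2 in CL2122, at least 38.6-fold higher in GMC101. The largest falls among these genes at 8 h were those of tag-18, nspa-3 and pud-3. For tag-18 (WBGene00006408, chromosome X from 3731894 to 3733457) there were 0 reads in GMC101 and 1596 in CL2122, at least 497-fold lower in GMC101, and for nspa-3 (WBGene00013888, chromosome V from 14880435 to 14880539) 0 reads in GMC101 and 69 in CL2122, at least 21.5-fold lower in GMC101. In the authors' deposited table, pud-3 (WBGene00017501, chromosome V from 2324510 to 2326827) had a log2 fold change of -5.46 at 8 h. At 24 h, within the same limits, the largest rises were those of clec-209 (WBGene00021224, chromosome V from 2351676 to 2352932), with 389 reads in GMC101 and 0 in CL2122, at least 144-fold higher in GMC101, irg-4 (WBGene00008584, chromosome IV from 12435802 to 12438274), with 691 reads in GMC101 and 1 in CL2122, at least 257-fold higher in GMC101, and drd-50 (WBGene00018643, chromosome IV from 4117732 to 4119179), with 341 reads in GMC101 and 1 in CL2122, at least 127-fold higher in GMC101. Within those limits the largest falls at 24 h were those of rol-1 (WBGene00004394, chromosome II from 12172571 to 12176069), with 0 reads in GMC101 and 63 in CL2122, at least 18.9-fold lower in GMC101, tag-18 and the pseudogene srt-72. Their log2 fold changes in the authors' deposited table at 24 h were -4.68 for tag-18 and -3.91 for srt-72 (WBGene00016478, chromosome V from 3148215 to 3149489). The genes pud-3, clec-209 and srt-72 lie in a stretch of chromosome V, from 2000001 to 4000000, where 43 genes were past the threshold as lower at 8 h.

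**Figure D2:**
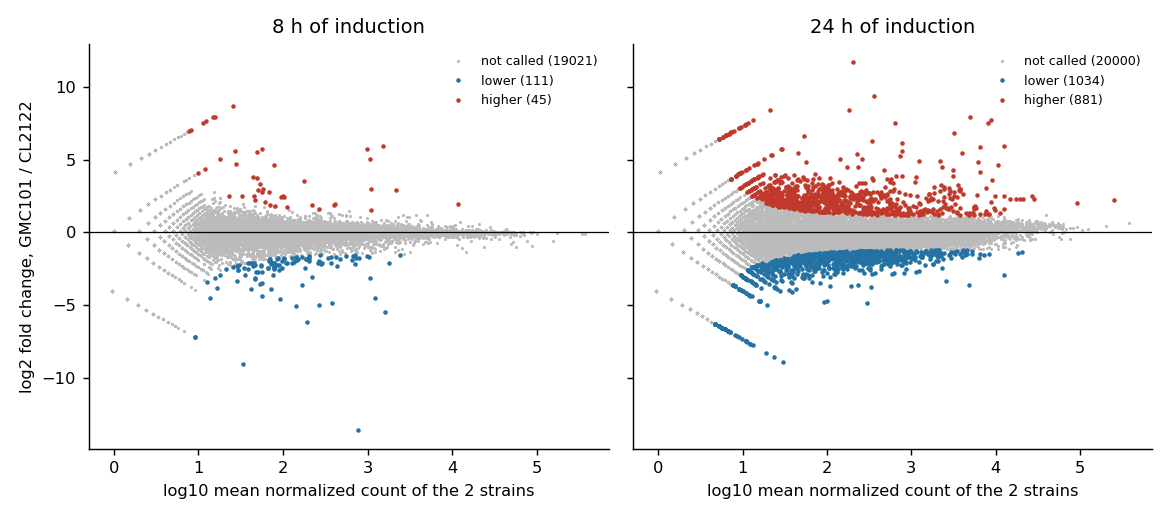
Log2 fold change of GMC101 over CL2122 (y axis) against the log10 of the mean normalized count of the 2 strains (x axis), 1 point per gene, at 8 h (left) and 24 h (right), from the authors' deposited table. Colored points pass the threshold, 156 at 8 h and 1915 at 24 h; the lines of points at the left are genes with few reads.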

By enriching the differentially expressed genes associated with autophagy, we identified those with significant differences (Tables 3, 4). 

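At 24 h, the autophagy genes of Table 4 that are not in Table 1 were atg-3, atg-7, atg-10, atg-16.1 and lgg-3. The largest fall among them in the authors' deposited table was that of atg-16.1 (WBGene00017178, chromosome X from 4459603 to 4462609), with 511 reads in GMC101 and 954 in CL2122. Its log2 fold change in the authors' deposited table was -0.75 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.352), and its counting interval was -0.91 to -0.59. For atg-10 (WBGene00008427, chromosome II from 8659135 to 8659800) there were 162 reads in GMC101 and 290 in CL2122, and the log2 fold change in the authors' deposited table was -0.69 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.472), with a counting interval of -0.98 to -0.41. The log2 fold change of atg-7 in the authors' deposited table was -0.20, with a counting interval of -0.28 to -0.12. The remaining genes were higher in GMC101, lgg-3 with a log2 fold change of 0.35 and atg-3 with 0.17 in the authors' deposited table. With total-count scaling, atg-3 changed sign to -0.020. None of these genes passed the threshold under any of the settings tried. Their log2 fold changes stayed under the fold change minimum in each setting, so no dispersion could have brought them past it. At 8 h, atg-10 had 46 reads in GMC101 and 53 in CL2122, and a log2 fold change of -0.10 in the authors' deposited table, with a counting interval of -0.71 to 0.49 that includes 0. Of the other non-chaperone genes of Table 3, cpr-5 had a log2 fold change of 0.69 at 8 h and vha-12 (WBGene00006921, chromosome X from 4191094 to 4193144) of -0.024 in the authors' deposited table, and neither passed. For vha-12 the counting interval, -0.069 to 0.021, includes 0, and with total-count scaling its log2 fold change was 0.0096.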

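Among the autophagy genes of Table 1, atg-16.2 (WBGene00019427, chromosome II from 6450889 to 6453391) had the largest difference at 24 h in the authors' deposited table, with 921 reads in GMC101 and 1915 in CL2122. In the authors' deposited table its log2 fold change was -0.91 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.201), with a counting interval of -1.02 to -0.79. For lgg-1 (WBGene00002980, chromosome II from 6346960 to 6347719), 14121 reads in GMC101 and 20667 in CL2122 gave a log2 fold change of -0.40 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.751). The gene atg-4.2 (WBGene00014080, chromosome IV from 11668024 to 11671505) had 436 reads in GMC101 and 636 in CL2122, and the authors' deposited table lists a log2 fold change of -0.39 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.771). For epg-8 (WBGene00013695, chromosome I from 9931870 to 9934290), the log2 fold change in the authors' deposited table was -0.13, with a counting interval of -0.22 to -0.032. That of atg-18 (WBGene00018294, chromosome V from 8629223 to 8631325) was -0.10 in the authors' deposited table, with a counting interval of -0.16 to -0.051. All 5 genes were lower in GMC101 at 24 h under each scaling tried, and none was past the threshold. Their deposited log2 fold changes lay under the fold change minimum, which the dispersion does not move, so no dispersion could have brought them past it. With total-count scaling atg-16.2 stood at -1.10 and was not past the threshold either. The gene bec-1 (WBGene00000247, chromosome IV from 5661141 to 5664425) had a log2 fold change of -0.032 in the authors' deposited table, and its counting interval of -0.14 to 0.072 includes 0. For vps-34 (WBGene00006932, chromosome I from 6028486 to 6033457), 1499 reads in GMC101 and 2644 in CL2122 at 24 h gave a log2 fold change of -0.67 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.441), with a counting interval of -0.76 to -0.58, and at 8 h its log2 fold change in the authors' deposited table was -0.10. At 8 h, bec-1 had a log2 fold change of 0.29 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 1).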

The results of qPCR supported RNA-seq findings (Figure 5F and Table 1), and showed that autophagy-related gene expression trends were inconsistent which implies that complex changes occur in the autophagy pathway during Aβ induction.

**FIGURE 5:**
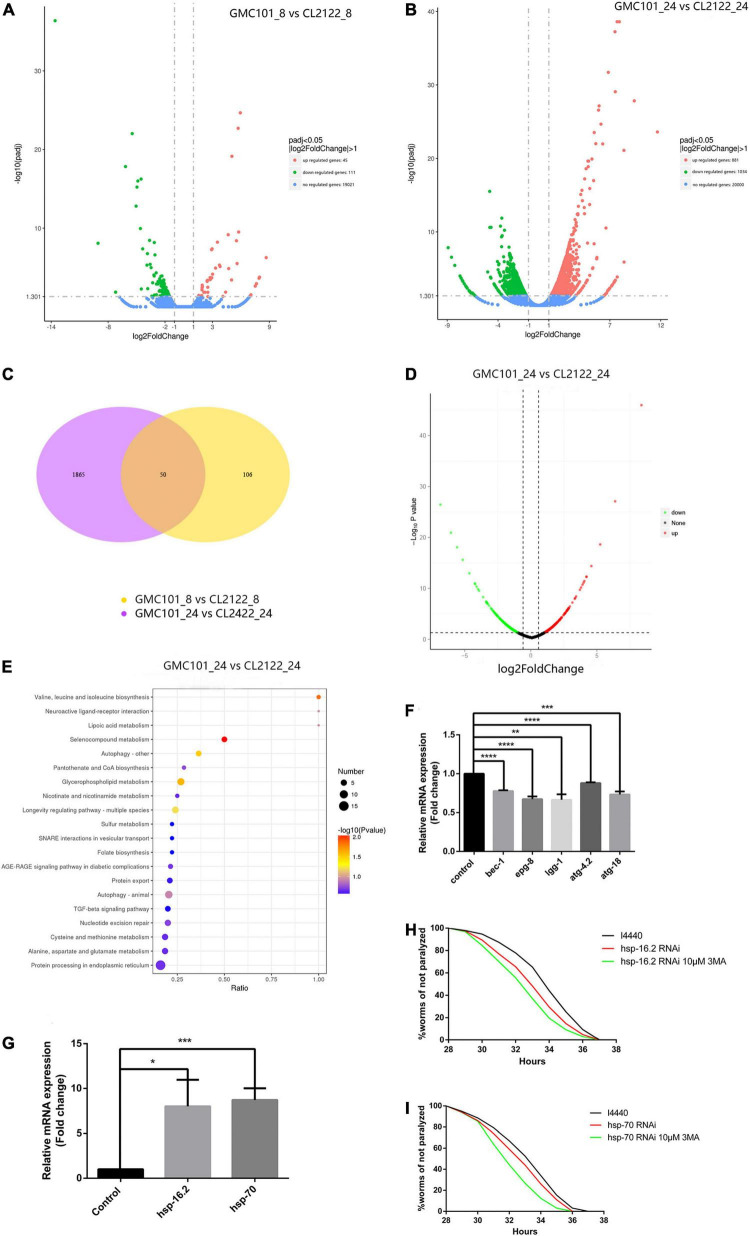
Molecular chaperones are essential for Aβ toxicity in transgenic nematodes. **(A)** After 8 h Aβ induction, 45 genes were up-regulated and 111 down-regulated in GMC101 compared with CL2122 strains. **(B)** After 24 h Aβ induction, 881 genes were up-regulated and 1034 down-regulated in GMC101 compared with CL2122 strains. **(C)** Venn diagram showing the overlap among genes showing significant differential expression (*p* < 0.05) between samples. **(D)** After 24 h Aβ induction, 273 proteins were up-regulated and 301 down-regulated in GMC101 compared with CL2122 strains. **(E)** KEGG pathway enrichment of differentially expressed proteins between CL2122 and GMC101 strains. x and y axes represent GeneRatio and enriched KEGG pathway, respectively. Color represents enrichment significance, and bubble size represents gene count. **(F)** Validation of differentially expressed genes screened by RNA-seq (*n* = 3, **p < 0.01; ***p < 0.001; ****p < 0.0001 by the Student’s *t*-test). **(G)** Validation of differentially expressed genes screened by RNA-seq. The CL4176 strain was fed either vector l4440 control bacteria or bacteria expressing RNAi for *hsp-16.2* **(H)** and *hsp-70* **(I)**. RNAi for molecular chaperones accelerated Aβ-induced paralysis in the CL4176 strain (*n* = 3, *p < 0.05 by the log-rank test).

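The 156 genes past the threshold at 8 h and the 1915 at 24 h shared 50, leaving 106 at 8 h alone and 1865 at 24 h alone. Of the 18538 genes with a value at both times, 13.9 shared genes would be expected if the lists were independent. Among the 50 shared genes, 40 changed in the same direction at both times, 14 of them higher and 26 lower in GMC101. The other 10 changed direction between the times. Higher at 8 h and lower at 24 h were clec-70 and, singled out after their values were seen, ech-9, F26D2.16, F44E5.5 and clec-69. Lower at 8 h and higher at 24 h were clec-209 and, singled out in the same way, D1086.3, F56A4.2, lips-14 and Y45G12C.16. Of the 26 genes lower at both times, 20 lay on chromosome V between 2000001 and 4000000. Across the 10631 genes with a mean of at least 50 normalized counts at both times, the log2 fold changes at 8 h and 24 h had a Spearman correlation of 0.15. This correlation is across genes, which are not independent replicates. With a biological coefficient of variation of 0.4, 3 genes passed at both times, tag-18, rol-1 and ZC204.12, the last singled out after its values were seen.

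**Figure D3:**
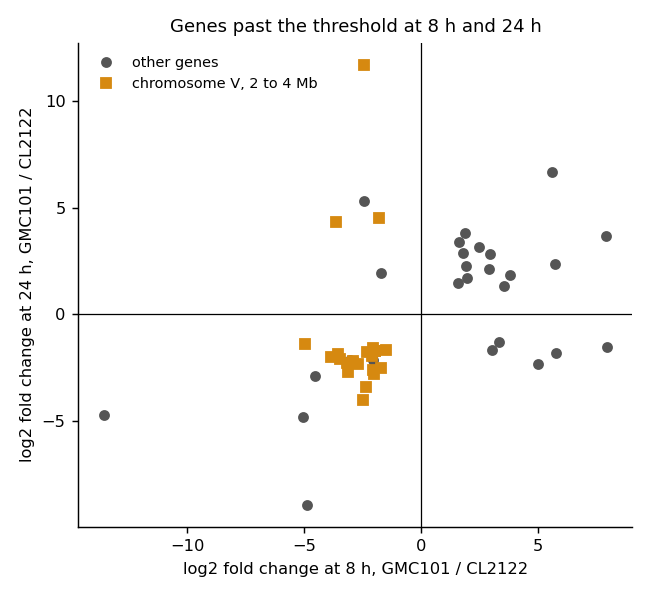
Log2 fold change of GMC101 over CL2122 at 8 h (x axis) and at 24 h (y axis) for the 50 genes past the threshold at both times, 1 value per strain and time. Squares are the 23 genes on chromosome V between 2 and 4 Mb, of which 20 are lower at both times; genes in the upper left and lower right changed direction.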

**TABLE 3:** Autophagy-related gene expression after 8 h Aβ induction.

Wormbase ID	Gene name	Log_2_(Foldchange)
WBGene00002015	hsp-16.1	10.73201484
WBGene00002019	hsp-16.48	9.993542326
WBGene00002020	hsp-16.49	9.414459887
WBGene00002026	hsp-70	8.695174305
WBGene00002016	hsp-16.2	7.349540251
WBGene00002018	hsp-16.41	7.128486268
WBGene00002017	hsp-16.11	6.349008531
WBGene00002021	hsp-17	1.62722773
WBGene00002008	hsp-4	1.491200843
WBGene00000785	cpr-5	1.427380633
WBGene00002007	hsp-3	1.303493789
WBGene00002011	hsp-12.2	1.280543166
WBGene00006921	vha-12	1.094806355
WBGene00008427	atg-10	−1.583421545

**TABLE 4:** Autophagy-related gene expression after 24 h Aβ induction.

Wormbase ID	Gene name	Log_2_(Foldchange)
WBGene00002026	hsp-70	3.976840027
WBGene00011906	hsp-12.1	2.032493207
WBGene00006914	vha-5	1.845318311
WBGene00000785	cpr-5	1.266866182
WBGene00021070	cpr-8	1.215308479
WBGene00002023	hsp-25	1.107285903
WBGene00002024	hsp-43	1.111466983
WBGene00006915	vha-6	1.049060101
WBGene00008427	atg-10	−2.831118741
WBGene00002982	lgg-3	−1.63575482
WBGene00014080	atg-4.2	−1.497132712
WBGene00019427	atg-16.2	−1.407504423
WBGene00017178	atg-16.1	−1.272882712
WBGene00018294	atg-18	−1.175782797
WBGene00013695	epg-8	−1.159589162
WBGene00010882	atg-7	−1.124701339
WBGene00002980	lgg-1	−1.092218465
WBGene00021922	atg-3	−1.046291041

Proteomic data showed that 273 proteins were up-regulated and 301 were down-regulated in the GMC101 strain compared with the CL2122 control after Aβ induction (Figure 5D). After using KEGG, we found that autophagy signaling pathways were enriched as differential signaling pathways between CL2122 and GMC101 strains (Figure 5E). Among the top 50 up-regulated proteins, we found that let-363 protein (mammalian mTOR) was significantly up-regulated. This also explained why the transcription level of autophagosome formation genes is down-regulated. These results indicated that Aβ induction impacts on the autophagy signaling pathway and generated a series of downstream events.

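Across the 26 autophagy genes found by symbol (atg, lgg and epg genes with bec-1, vps-34 and unc-51), the median log2 fold change at 24 h was -0.25, at percentile 0.01 among the expression-matched random lists. Of these genes, 22 lay below 0 and 4 above it, the latter being atg-3, lgg-3, and, singled out after their values were seen, atg-5 and epg-3. Their log2 fold changes ran from -1.55 to 0.59, with a middle 50% from -0.61 to -0.084. Only epg-2, singled out after its values were seen, was past the threshold. Under total-count scaling the median was -0.44. Relative to the median of all genes it was -0.21, which a scaling that shifts nearly all genes alike could hardly change. The expression-matched random lists had a median of 0.10 under TMM. At 8 h the median of the autophagy genes was -0.029, at percentile 15.5, and none was past the threshold. With total-count scaling the 8 h median was 0.0048, on the other side of 0. Summed over the list, the level rose from 1412 CPM at 8 h to 2437 at 24 h in GMC101. In CL2122 it rose from 1391 to 3541 CPM. The lower values in GMC101 at 24 h thus went with a smaller rise than in CL2122, across times that are also batches. A difference in stage between the strains was not separated from this.

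**Figure D4:**
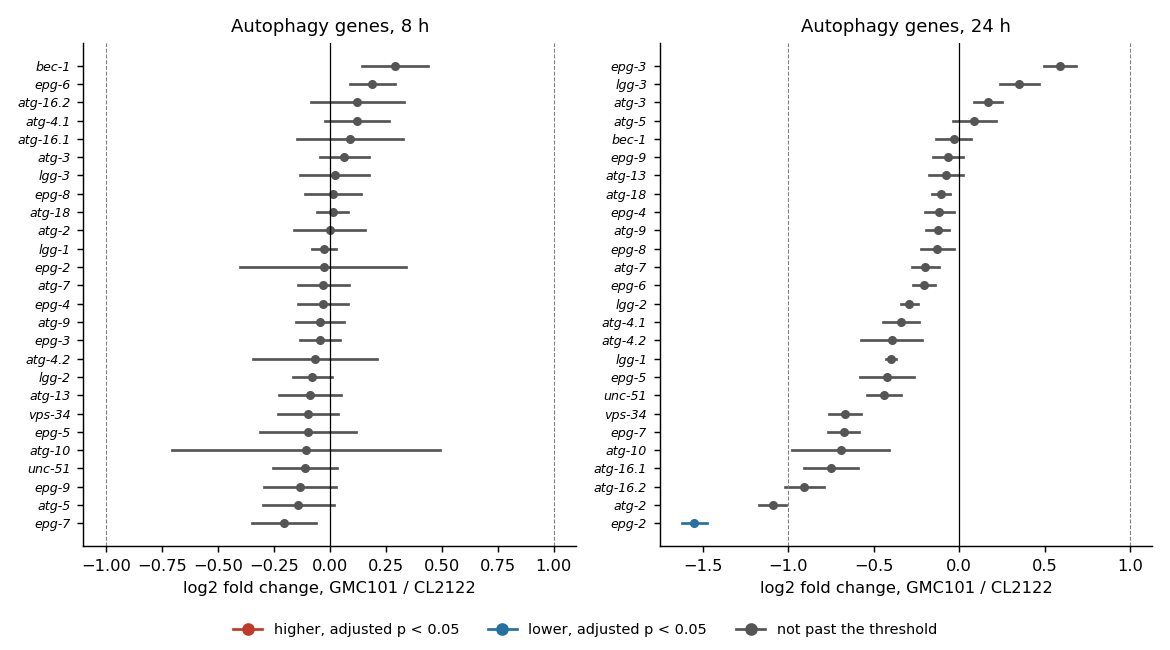
Log2 fold change of GMC101 over CL2122 (x axis) for each autophagy gene at 8 h (left) and 24 h (right), 1 value per strain; points are the values of the authors' deposited table and lines the 95% counting intervals, with dashed lines at a log2 fold change of 1 in either direction. At 24 h 22 of 26 genes lie below 0 (24 with total-count scaling), and at 8 h 17 (12 with total-count scaling).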

To explore the neuroprotective effect of 3-MA, we again conducted RNA-seq (data not shown) and identified 70 KEGG pathways that were enriched with differentially expressed genes between GMC101 and 3-MA groups. Significantly enriched pathways included the Wnt signaling pathway, transforming growth factor-beta signaling pathway, ubiquitin-mediated proteolysis, and protein processing in the endoplasmic reticulum, suggesting that inhibiting autophagosome formation activates pathways that maintain protein homeostasis.

Autophagy and molecular chaperones were previously shown to have compensatory phenomena in the degradation of misfolded proteins (Park and Cuervo, 2013). 

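Of the 23 heat shock protein genes found by symbol, 6 were past the threshold as higher in GMC101 at 8 h, 4 at 24 h, and none as lower at either time. The 4 at 24 h were hsp-17, hsp-43, hsp-70 and hsp-60, the last singled out after its values were seen. The median log2 fold change of all 23 genes was 0.29 at 8 h and 0.60 at 24 h, at percentile 100 of the random lists at both times. Among genes with a mean of at least 50 normalized counts the 8 h median was 0.12, and with total-count scaling the 24 h median was 0.41. At 8 h the small heat shock protein gene hsp-16.41 (WBGene00002018, chromosome V from 1805178 to 1805875) had 2876 reads in GMC101 and 50 in CL2122. Its log2 fold change in the authors' deposited table was 5.94 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 2.14e-25), with a counting interval of 5.54 to 6.38. For hsp-16.2 (WBGene00002016, chromosome V from 1804334 to 1804971), 2017 reads in GMC101 and 65 in CL2122 gave a log2 fold change of 5.05 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 7.32e-20). The gene hsp-70 (WBGene00002026, chromosome I from 9320325 to 9322534) had 1868 reads in GMC101 and 38 in CL2122 at 8 h and a log2 fold change of 5.71 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 2.00e-23). These 3 genes stayed past the threshold at 8 h under every dispersion and scaling tried. The near-identical hsp-16.1 and hsp-16.11, and hsp-16.48 and hsp-16.49, could share reads, so their single values are uncertain. Of these, hsp-16.1 had 89 reads in GMC101 and 7 in CL2122, hsp-16.11 52 reads in GMC101 and 2 in CL2122, hsp-16.48 29 reads in GMC101 and 6 in CL2122 and hsp-16.49 145 reads in GMC101 and 6 in CL2122. All except hsp-16.48 were past the threshold at 8 h in the authors' deposited table, and hsp-16.1 and hsp-16.11 were not with a biological coefficient of variation of 0.4. The other Table 3 chaperones were not past the threshold, with log2 fold changes in the authors' deposited table of 0.47 for hsp-4, 0.30 for hsp-12.2, 0.29 for hsp-17 and 0.082 for hsp-3. Among further chaperones at 24 h, the authors' deposited table has log2 fold changes of 1.36 for hsp-17 (WBGene00002021, chromosome V from 8384774 to 8386268), 1.29 for hsp-43 (WBGene00002024, chromosome X from 6233149 to 6235541), 0.45 for hsp-25 and -0.071 for hsp-12.1. Of these, hsp-17 and hsp-43 passed the threshold, and neither did with total-count scaling or with a coefficient of 0.4. At 24 h, hsp-12.1 had 6 reads in GMC101 and 7 in CL2122, and its counting interval of -1.92 to 1.73 includes 0, so its direction was not settled by these reads.

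**Figure D5:**
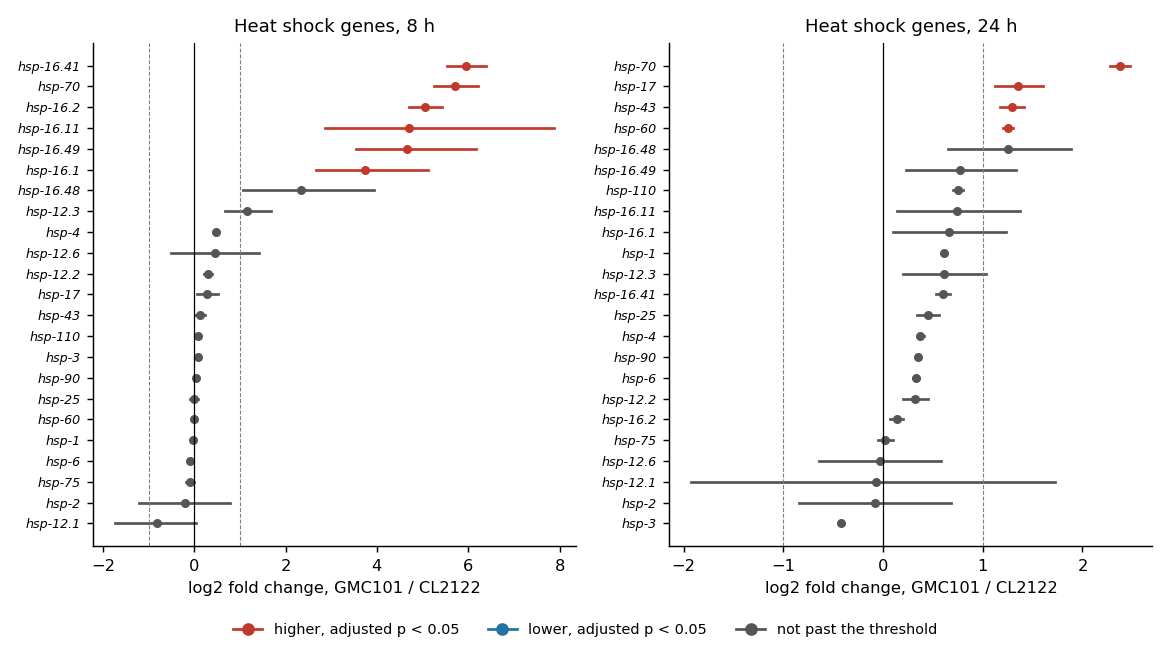
Log2 fold change of GMC101 over CL2122 (x axis) for each heat shock protein gene at 8 h (left) and 24 h (right), 1 value per strain; points are the values of the authors' deposited table and lines the 95% counting intervals. At 8 h the genes past the threshold lie between 3.74 and 5.94, and at 24 h the highest is hsp-70 at 2.38.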

Here, we observed a significant increase in the expression of molecular chaperone genes after Aβ induction by RNA-seq (Tables 3, 4). These findings were verified by qPCR (Figure 5G and Table 1), suggesting that the protective effect of 3-MA requires molecular chaperones. 

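At 24 h, hsp-70 had 4558 reads in GMC101 and 972 in CL2122, a log2 fold change of 2.38 in the authors' deposited table (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 4.64e-06) with a counting interval of 2.28 to 2.48. It did not pass the threshold with a biological coefficient of variation of 0.4. For hsp-16.2 at 24 h there were 3339 reads in GMC101 and 3374 in CL2122, and the log2 fold change in the authors' deposited table was 0.14 (edgeR's exact test with Benjamini-Hochberg adjustment, adjusted p = 0.972), with a counting interval of 0.066 to 0.20. With total-count scaling its log2 fold change was -0.056. Scaled to the library total, hsp-16.2 stood at 98.2 CPM in GMC101 and 2.89 in CL2122 at 8 h. At 24 h these levels were 132 CPM in GMC101 and 137 in CL2122. The libraries of the 2 times were normalized separately, and levels across the times are set side by side without a replicate check. By the sheet name of the paper's supplementary table, the 8 h values are from a second batch, so time and batch cannot be told apart. From the chaperone expression, measured by RNA-seq and qPCR, the paper proposes that 3-MA requires molecular chaperones for its protective effect. Its functional evidence for this is the RNAi of hsp-16.2 and hsp-70 described next.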

We performed RNAi on the small molecule chaperones *hsp16.2* and *hsp-70* (Figures 5H,I), which reversed the effect of 3-MA in delaying the paralysis time (Table 2). This strongly indicates that the effect of 3-MA in prolonging nematode paralysis depends on the participation of small molecular chaperones.

## Discussion

Although AD is the most common neurodegenerative disease, its pathogenesis remains unclear (Lane et al., 2018). Here, we used the *C. elegans* AD model to study autophagy dysfunction as a pathological phenomenon following the transgenic expression of human Aβ. We verified that protein homeostasis was disrupted and that autophagosome accumulation occurred following the induction of Aβ expression in *C. elegans* (Figure 1). Autophagosome accumulation in the brain was previously shown to mainly result from reduced lysosomal activity (Sarkis et al., 1988), dynein transport disorders (Lee et al., 2011), and abnormal fusion (Yang et al., 2019).

In our study, we first evaluated the activity of lysosomes regulated by aging (Cairo and Villarroya, 2020) or Aβ (Song et al., 2020) in AD. However, we found that Aβ induction enhanced nematode lysosome activity (Figure 2B), which manifested as significant changes in the transcription of V-ATPase and cathepsin genes (Figure 2A and Table 1). V-ATPase is responsible for transferring H^+^ from the cytoplasm to the lysosome (Ernstrom et al., 2012), while cathepsin B and cathepsin D are thought to degrade Aβ (Hook et al., 2020). The observed enhancement of lysosomal activity and activated cathepsin transcription suggested that lysosomes are highly sensitive to misfolded proteins under non-aging conditions. However, lysosomal activity is continuously reduced during aging, and the Aβ degradation ability is also weakened, leading to further aggravation of abnormal autophagy. We used CQ to mimic autophagy deterioration through aging, which confirmed our speculation (Figures 3E–G), and showed that lysosomes are key organelles for maintaining protein homeostasis.

After ruling out lysosome inactivation as causative of autophagosome accumulation, we explored other influencing factors. Dynein transport was also excluded in our nematode model (muscle cells are morphologically different from nerve cells, and lysosomal transport is less dependent on dynein), suggesting that autophagosome accumulation was most likely caused by abnormal lysosome fusion. This was confirmed by our ROS measurements (Figure 2D) and detection of fusion gene transcription (Figure 2E). Both the perforin effect of Aβ (Julien et al., 2018) and Aβ-induced oxidative stress can lead to abnormal fusion. However, the exact mechanism is still unclear, and requires further study.

3-MA was reported to have therapeutic effects in cerebral ischemia injury models by reducing autophagosome accumulation (Wang and Wu, 2020). We observed that 10 μM 3-MA prolonged the paralysis time in the CL4176 strain and had a neuroprotective effect in the Aβ transgenic nematode model (Figures 3E–G). Reducing autophagosome formation by RNAi had the same effect (Figure 4), suggesting that an imbalance of protein homeostasis caused by abnormal autophagy could be relieved by inhibiting autophagosome formation. On the one hand, reducing the number of abnormal organelles alleviates the stress level, on the other hand it may activate the UPS signaling pathway to improve intracellular pressure. Therefore, maintaining basic levels of autophagy is important in AD treatment.

Molecular chaperones were previously shown to be up-regulated following Aβ expression in an AD model (Lackie et al., 2017). Moreover, wild-type Aβ, but not an Aβ single chain dimer, could be sequestered in HSP-16.2-containing inclusions (Ai et al., 2018), suggesting the existence of a conformation-dependent interaction between chaperone and Aβ *in vivo*. We detected significant changes in small molecular chaperone expression at both the transcription and protein levels following Aβ induction (Table 1). Additionally, the paralysis rate was significantly increased when we used RNAi to decrease heat shock protein gene transcription in the CL4176 strain (Figures 5H,I), indicating that small molecular chaperones play a key role in maintaining protein homeostasis. It is reported that there is a compensatory mechanism between the ways to maintain protein homeostasis (Ji and Kwon, 2017). We hypothesize that 3-MA reduces autophagosome formation and has a protective effect that is molecular chaperone-dependent. RNAi on the small molecule chaperones hsp16.2 and hsp-70 reversed the neuroprotective effect of 3-MA, indicating that it requires the participation of chaperones.

Autophagy is a double-edged sword in AD (Yin et al., 2017), because enhanced autophagy is thought to have therapeutic effects (Friedman et al., 2015), but the accumulation of autophagosomes in the brain can cause serious oxidative stress and trigger apoptosis. Taken together, our findings show that maintaining normal levels of autophagy and lysosomal activity and reducing autophagosome accumulation could relieve Aβ-induced injuries. Further study is needed to explore the relationship between protein homeostasis and Aβ, which is essential for the treatment of AD.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE198684.

## Author Contributions

HL, HW, and XC conceived and designed the experiments. HL, YG, and CZ performed the experiments. HL, BM, and MW analyzed the data. HL, HW, and XC wrote the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Autophagy Regulation Influences β-Amyloid Toxicity in Transgenic Caenorhabditis elegans
**Source:** Front Aging Neurosci. 2022 May 12;14:885145. doi: 10.3389/fnagi.2022.885145
**Supplement:** Supplementary Data Sheet 1 — The primer list.

Primer list:

*vha-5* F:CTTCATGGAAACGCGACTGT R:CGGTAACGAACACCATGTGC

*vha-6* F:CTTGCTCACGCACAGCTTTC R:TGAAGGAAGGCGGAAAGACC

*cpr-5* F:CTCCGACGCTATTCCAGACC R:GCGTAGGCGGTAGATCCAAA

*cpr-8* F:TTTCCTGTGGGGAAGGGTGT R:TGACCCTGTTTGTGCCAGT

*Imp-1* F:GTCAGTTGGGAAAACGGTGC R:CGCTGCTTTTGAAGCCTTGT

*Imp-2* F:CGCTGCTTTTGAAGCCTTGT R:AGTGTCCGCTGTTGAGGATG

*snap-29* F:ACCACGCAAATGACACAACG R:TTTGGATTGCGGGACAGTCG

*lgg-3* F:ACACCACGTTTGAGACGCTA R:GTAGGCCGGTGTAATGCTGT

*syx-17* F:CAAGATCCCTACCCGCTGTC R:GCATAAAGTGGAGCCTTCGC

*rab-7* F:TTCCTCACACGCGACGTAAA R:CGGCTCCACGATAAAAAGCG

*rab-10* F:AGCTTCCACGAGACTTCAGC R:CCTCTGTGGTTGCACTGGAT

*bec-1* F:TGTTGAAAGAGCTCAAGGATCG R:GGGGAAAAGGCAGAATTCCAG

*epg-8* F:GCGGTAAACGCTACACAAAGA R:CCATCCGCTGAGATTCCTGG

*lgg-1* F:CGTGCCGAAGGAGACAAGAT R:CTTCCTCGTGATGGTCCTGG

*atg-4.2* F:TCCGGGTGGCAATCTTTCAT R:CGAGCGAAGACCACTTTCATC

*atg-18* F:AAGTTGGGGAGCTGATGACG R:TGGTCTAAACGGATATGCTTGCT

*hsp-16.2* F:CCATCTGAGTCTTCTGAGATTGTTA R:TTCAAGTTTATTGCAGCGAACA

*hsp-70* F:CAAGACTTTGGAGCCGGTTG R:GGAGCAGTTGAGGTCCTTCCC

How the deposited data were processed for this re-analysis (not part of the article)

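RNA was sequenced from whole worms of the Aβ1-42 strain GMC101 and the control strain CL2122 after 8 h and 24 h at 25°C. The labels list 10 samples, 3 per strain at 24 h and 2 per strain at 8 h. The paper's methods describe library preparation and paired 150 bp sequencing, and its text names no aligner, read counter, genome build, annotation or dispersion.

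The authors deposited 1 table per time. Each holds 1 normalized expression signal per gene and strain, a log2 fold change of GMC101 over CL2122, a p-value and an adjusted p-value, with each gene's symbol, coordinates and length. The deposited signal columns are read counts scaled to a common library size by edgeR's TMM method. This was found from the values, since low values are whole multiples of a single step and dividing by it returned whole reads for at least 99.97% of the values in each column. The deposited log2 fold change and p-value columns are those of the authors' edgeR exact test between 2 libraries or pools with an assumed biological coefficient of variation of 0.2, a dispersion of 0.04. With the recovered reads, that test returned each deposited log2 fold change at 8 h to rounding error, and the same 1915 genes past the threshold at 24 h. The columns carry no replicate, and how the labeled samples were combined is not stated in the paper's text. The sheet of the paper's supplementary table for 8 h is named as a second batch, and that for 24 h names none, so time and batch cannot be told apart, while the strains were compared within each time.

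The depth per strain was 20533034 and 22520669 reads on genes at 8 h for GMC101 and CL2122, and 25283084 and 24583097 at 24 h. The TMM factors recomputed from the reads were 1.01 and 0.988 at 8 h, and 0.936 and 1.07 at 24 h. For each gene, a 95% interval of the log2 fold change was computed from the exact Clopper-Pearson interval of GMC101's share of its reads. It covers counting error only. Where a strain had 3 reads or fewer, the fold was given as a bound against 3 reads.

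A test fitted to replicate counts had been planned for columns with replicates. Since there were none, the deposited fold changes and adjusted p-values were used with the paper's threshold, an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, and no p-value across genes is given. Fisher's exact test of the overlap between the times was computed over genes and is not reported, since genes are not independent replicates. With 1 value per strain, each test compares those libraries, not the conditions. The strain difference was compared between the times in a model of the recovered reads of the 4 libraries with the same dispersion (edgeR's likelihood ratio test, Benjamini-Hochberg adjustment), which has the same limit. The exact test was tested on simulated counts drawn from the libraries' own levels with 200 genes changed 4-fold. The changed genes were picked among those with a mean of at least 50 normalized counts. The rates below thus do not cover genes with fewer counts or smaller changes. When the simulated coefficient was 0.2, 85.5% of changed genes were called over 18622 genes at 8 h, and 87.5% over 21163 genes at 24 h.

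Gene families were taken by symbol from lists written before the data were examined. The median log2 fold change of a list was placed among those of 10000 random lists of the same size, each member replaced by a gene within 100 ranks of mean expression on either side. Genes named in the text are those the paper names, the transgene's promoter and marker genes, and at each time the 3 genes with the largest fold change in each direction among those past the threshold with at least 50 normalized counts in the higher strain and a symbol of their own. Alternatives fixed before the data were examined were no fold change minimum, an adjusted p under 0.01, a minimum of 10 normalized counts in either or both strains, protein-coding genes only, coefficients of 0.1 and 0.4, total-count and median-of-ratios scaling, pseudocounts of 1 and 5, and a mean of at least 50 normalized counts. A coefficient estimated from the spread of log2 fold changes among genes with a mean of at least 1000 normalized counts was added after the data were seen.

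Coordinates are those of the deposited tables. Of the gene identifiers, 19047 of 19177 at 8 h and 21749 of 21915 at 24 h are in the Ensembl annotation of WBcel235, and all of these overlap their position there. GC content was not analysed here. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 (size factors only), Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.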

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

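Every test in this part was chosen after the result it bears on was seen. The adjusted p-values for a difference between the times come from edgeR's likelihood ratio test on the recovered reads of 4 libraries with an assumed dispersion and Benjamini-Hochberg adjustment. That test compares those libraries, not the conditions, and no difference has a replicate check.

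Of the 18538 genes in both tables, 542 had a strain difference that differed between 8 h and 24 h at an adjusted p under 0.05, 420 with a larger log2 fold change at 24 h and 122 with a smaller one. Among the named genes, 6 heat shock genes had a smaller log2 fold change at 24 h than at 8 h by this test. The difference was -5.34 for hsp-16.41, -4.92 for hsp-16.2 and -3.33 for hsp-70. It was -3.97 for hsp-16.11, -3.89 for hsp-16.49 and -3.08 for hsp-16.1, genes with a near-identical copy, and for hsp-16.11 with 2 reads in CL2122 at 8 h. Reads shared between hsp-16.1 and hsp-16.11, or between hsp-16.48 and hsp-16.49, bear on those genes. For hsp-16.2 and hsp-16.41, which are not among them, the adjusted p of the difference between the times was 4.43e-12 and 6.52e-14 (edgeR's likelihood ratio test), and the model was not fitted again without the copies. The level in the control library was tested next. In CL2122, hsp-16.2 rose 47.6-fold in CPM from 8 h to 24 h, against 1.34-fold in GMC101. For hsp-16.41 the rise was 50.9-fold in CL2122 and 1.07-fold in GMC101, and for hsp-70 23.4-fold and 1.98-fold. For these 3 genes the smaller difference at 24 h thus came with a higher level in the control library and not with a lower level in GMC101. In GMC101 the level fell from 7.06 to 2.93 CPM for hsp-16.49, from 4.33 to 2.65 for hsp-16.1 and from 2.53 to 2.33 for hsp-16.11, while in CL2122 it rose for each of them. Whether the higher level in CL2122 at 24 h came from the time at 25°C, which also acts on the control strain, from the single library or from a batch could not be separated, since the tables hold 1 value per strain and time and the sheet of the paper's supplementary table for 8 h is named as a second batch. Every comparison between 8 h and 24 h in this part is thus also one between batches.

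Other named genes whose strain difference differed between the times were mtl-2, whose promoter drives the GFP marker of both strains and whose log2 fold change was 2.08 larger at 24 h, and pud-3, which lies in the stretch of chromosome V described next and where it was 4.64 larger. The difference was -7.56 for clec-70, 14.02 for clec-209, 10.40 for irg-4, 9.96 for drd-50 and 9.02 for tag-18. In each of the last 5 genes, 1 of the libraries had 3 reads or fewer, so the size of the difference is set by counts at or under the floor. No explanation was tested for these genes one by one.

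A stretch of chromosome V outside the genes the paper discusses held many of the genes lower in GMC101. Between 2000001 and 4000000, 43 genes were past the threshold as lower at 8 h and 0 as higher, which is 38.7% of all genes lower at 8 h in a stretch with 1.96% of the genes. The window was chosen as the one with the most such genes at 8 h, and no other 2 Mb window that did not overlap it held more than 10. At 24 h, in other libraries, 150 genes there were lower and 7 higher. The share of genes lower at 24 h was 31.1%, above that of every one of 192 other windows (percentile 100), whose highest was 23.8%. That highest share was found on chromosome II from 500001 to 2500000, where 133 of 559 genes were lower at 24 h and the median log2 fold change was -0.83 at 24 h and -0.026 at 8 h. A regional fall at 24 h thus also occurred where there was none at 8 h, and the share at 24 h alone does not point to a difference in the genome. Low expression was tested by keeping genes with at least 100 normalized counts in the higher strain, and the share rose to 48.9%, again at percentile 100. The shift was shared by most genes in the stretch. Among genes with at least 50 normalized counts in the higher strain, 96.1% of 180 were below 0 at 8 h with a median log2 fold change of -1.13, and 87.7% of 212 at 24 h with a median of -1.41. In the rest of the genome the medians were 0.0084 and 0.032. Genes from 1500001 to 2000000 had a median of 0.029 at 8 h and -0.10 at 24 h. For genes from 4250000 to 4749999 the medians were -0.0012 and -0.093. Genes between 4000000 and 4250000 were in neither group. The window from 4000001 to 6000000 held 10 genes lower at 8 h, so the shift may run past 4000000. A loss of 1 of 2 copies in GMC101 would put the medians near -1 at both times. The median at 8 h lay inside the range set for that and the median at 24 h, -1.41, outside it, and other copy-number ratios were not tested. A genetic difference between the strains in this stretch, present at both times, may underlie these genes, as a hypothesis found and tested on these 4 libraries. If so, 20 of the 26 genes lower at both times may reflect the strains' backgrounds rather than the induction of Aβ. A copy-number difference was not excluded, and sequence differences from the reference were not tested.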

How the results depend on the processing

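The alternatives were fixed before the data were examined, except the dispersion estimated from the spread of the tables, which was chosen after the data were seen.

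The numbers of genes past the threshold moved most with the assumed dispersion. In the authors' deposited table, with a biological coefficient of variation of 0.2, there were 881 genes higher and 1034 lower at 24 h, 45 higher and 111 lower at 8 h, and 50 at both times. With a coefficient of 0.1 there were 1370 genes higher and 1854 lower at 24 h, 153 higher and 399 lower at 8 h, and 229 at both times. With a coefficient of 0.4 there were 43 genes higher and 8 lower at 24 h, 7 higher and 9 lower at 8 h, and 3 at both times. The coefficient estimated from the spread of well-expressed genes was 0.0573 at 8 h and 0.177 at 24 h. It gave 205 genes higher and 470 lower at 8 h and 215 at both times, with 1058 higher and 1344 lower at 24 h. On the recovered reads a coefficient of 0.2 gave the deposited calls, so the dispersion alone moved these numbers.

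An adjusted p under 0.01 left 581 genes higher and 532 lower at 24 h, 62 lower at 8 h and 26 at both times, with 32 higher at 8 h. Requiring at least 10 normalized counts in both strains left 25 genes higher at 8 h and 24 at both times. Of the 156 genes past the threshold at 8 h, the 46 with fewer normalized counts in 1 strain left the list by that rule, 20 of them higher in GMC101, and 106 of the others stayed past the threshold after p was adjusted again. Without a fold change minimum the counts did not move, because all 1915 genes at 24 h and all 156 at 8 h with an adjusted p under 0.05 also had a log2 fold change beyond 1. Counts stayed within 1.5 times under the minimum of 10 normalized counts in either strain, with protein-coding genes only, and under total-count and median-of-ratios scaling. The share of genes higher at 24 h with total-count scaling was 33.9%, against 46.0% with TMM.

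Of the family medians, the autophagy median at 24 h moved to -0.44 with total-count scaling, from -0.25. That scaling lowers the median of all genes at 24 h, and relative to it the autophagy median was -0.21 with either scaling. Since scaling shifts nearly all genes alike, this gap could hardly have moved. The V-ATPase and chaperone medians at 24 h and the chaperone median at 8 h kept their sign and stayed within their 95% order-statistic intervals under each alternative. The cathepsin median at 24 h ranged from 0.0032 with total-count scaling to 0.51 among members with a mean of at least 50 normalized counts.

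For the named genes, 783 results were recomputed and 745 kept their direction and their side of the threshold. With a coefficient of 0.4, 12 genes past the threshold no longer were, among them vha-6, cpr-8 and hsp-70 at 24 h. With total-count scaling 4 no longer were, namely hsp-17, hsp-43, mtl-2 and myo-3 at 24 h. With a coefficient of 0.1, 8 became past the threshold, among them vha-5 and cpr-5 at 24 h, and 6 did with the coefficient from the spread. With at least 10 normalized counts in either strain, unc-54 at 24 h became past the threshold. Directions reversed for 7 results. Each of them lay closer to 0 than the amount by which that scaling shifted the log2 fold change of the median gene. With total-count scaling the values were 0.0096 for vha-12, 0.0053 for atg-7 and 0.0083 for lgg-1 at 8 h, and -0.020 for atg-3, -0.056 for hsp-16.2 and -0.15 for rab-10 at 24 h. With median-of-ratios scaling hsp-25 at 8 h was -0.0039.

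No paired analysis was possible because the tables hold 1 value per strain and time, and their columns carry no replicate number. For the same reason DESeq2's Wald test, a filter by expression against none in a replicate fit, the replicate block and leaving out each replicate were not run. Depth limits genes with few reads. Of the genes past the threshold, 233 at 24 h and 22 at 8 h had 3 or fewer reads in 1 strain, and their folds are bounds.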

Differences from the paper's values

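All values here are those of the authors' deposited table, set beside the values the paper prints. Chosen only after the results were seen were the coefficient of variation taken from the spread of the tables and the comparison of Table 1 with the values at 8 h. The counts of genes past the threshold in the paper's text were the same as those here, 45 and 111 at 8 h and 881 and 1034 at 24 h.

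Table 1 itself prints no time for its RNA-seq fold changes. The paper's text gives 24 h for its V-ATPase and cathepsin genes, and Table 1's folds for these and for the autophagy genes are, to 3 digits, those of the 24 h log2 fold changes in Table 4. All of Table 1 was set beside the values at 24 h. Of its 11 genes, vha-6, cpr-5, cpr-8 and atg-16.2 were within 1.5 times of the paper's value. For the chaperones, the paper's hsp-16.2 value is 33.1, against a fold of 1.10 in the authors' deposited table, and its hsp-70 value is 15.7, against 5.20. At 8 h, a time set beside Table 1 only after the values were seen, the fold of hsp-16.2 in the authors' deposited table was 33.2, within 1.5 times of the paper's value. At that time the folds of hsp-70 and vha-5 in the authors' deposited table were 52.5 and 1.04, farther from the paper's than those at 24 h. The paper's fold for vha-5 is 3.59, against 2.01 here. For the autophagy genes the fold changes were 0.448 in the paper and 0.915 here for epg-8, 0.469 in the paper and 0.758 here for lgg-1, 0.354 in the paper and 0.761 here for atg-4.2 and 0.443 in the paper and 0.931 here for atg-18. Total-count scaling brought lgg-1 within 1.5 times of the paper's value, and none of the alternatives set before the data were examined did so for the other genes.

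In Table 3, for 8 h, the paper's log2 fold changes were larger in absolute size than those of the authors' deposited table for all 14 genes, and 6 of the 14 were past the threshold there. The values for the genes of the heat shock loci were 10.73 in the paper and 3.74 here for hsp-16.1, 9.99 in the paper and 2.35 here for hsp-16.48 and 9.41 in the paper and 4.66 here for hsp-16.49. They were also 8.70 in the paper and 5.71 here for hsp-70, 7.35 in the paper and 5.05 here for hsp-16.2 and 7.13 in the paper and 5.94 here for hsp-16.41. For other chaperones they were 1.63 in the paper and 0.29 here for hsp-17, 1.49 in the paper and 0.47 here for hsp-4, 1.30 in the paper and 0.082 here for hsp-3 and 1.28 in the paper and 0.30 here for hsp-12.2. For the remaining genes they were 1.43 in the paper and 0.69 here for cpr-5, 1.09 in the paper and -0.024 here for vha-12 and -1.58 in the paper and -0.10 here for atg-10. The sign differed for vha-12, which had the paper's sign with total-count scaling, at 0.0096. None of the alternatives set before the data were examined closed these gaps. For hsp-16.11 the value differed from the paper's by less than its counting error. With a biological coefficient of variation of 0.1, or the coefficient from the spread chosen after seeing the values, hsp-16.48 was past the threshold at 8 h, and the other Table 3 genes not past it stayed so under each setting.

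In Table 4, for 24 h, 15 of 18 genes had the sign the paper gives and 3, atg-3, lgg-3 and hsp-12.1, the other. The counting interval of hsp-12.1, -1.92 to 1.73, includes 0, so its sign is uncertain, while the paper's value lies outside it. For the 10 genes the paper lists as lower, the log2 fold changes were -2.83 in the paper and -0.69 here for atg-10, -1.41 in the paper and -0.91 here for atg-16.2, -1.27 in the paper and -0.75 here for atg-16.1, -1.18 in the paper and -0.10 here for atg-18 and -1.05 in the paper and 0.17 here for atg-3. The others were -1.64 in the paper and 0.35 here for lgg-3, -1.50 in the paper and -0.39 here for atg-4.2, -1.16 in the paper and -0.13 here for epg-8, -1.12 in the paper and -0.20 here for atg-7 and -1.09 in the paper and -0.40 here for lgg-1. None of them was past the threshold here. For the genes the paper lists as higher, they were 1.85 in the paper and 1.01 here for vha-5, 1.27 in the paper and 1.11 here for cpr-5, 1.22 in the paper and 1.75 here for cpr-8 and 1.05 in the paper and 1.36 here for vha-6. For chaperones they were 3.98 in the paper and 2.38 here for hsp-70, 2.03 in the paper and -0.071 here for hsp-12.1, 1.11 in the paper and 0.45 here for hsp-25 and 1.11 in the paper and 1.29 here for hsp-43. With total-count scaling hsp-43, at 1.10, differed from the paper's value by less than its counting error, and none of the alternatives set before the data were examined closed the other gaps. With total-count scaling atg-3 had the paper's sign, at -0.020. With a biological coefficient of variation of 0.1, vha-5 and cpr-5 were past the threshold. With the coefficient from the spread, chosen after seeing the values, cpr-5 was. The paper gives no error for these values, so the counting error, the interval's width on either side, was used to decide which differ.

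The paper describes the transcription of V-ATPase and cathepsin genes as raised at 24 h. In the authors' deposited table vha-6 and cpr-8 passed the threshold, vha-5 and cpr-5 did not, and cathepsin genes stood on both sides of 0. The paper's statement also draws on qPCR, in which vha-5, vha-6, cpr-5 and cpr-8 were all higher in GMC101. The deposited values of these genes were higher in GMC101 as well. The paper describes autophagosome-lysosome fusion genes as lowered, from qPCR; their RNA-seq values are given among the other observations.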

Other observations

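The tests of germline content, gene length, highly expressed genes and sequencing depth below were set before their results were seen. The coefficient of 0.4 and total-count scaling were alternatives fixed before the data were examined. All other tests in this part were chosen after.

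The number of genes past the threshold at 24 h was weighed against technical explanations. The oocyte and eggshell list, which more germline RNA in the CL2122 library would lower, had a median at percentile 99.99 of the random lists. That is the side that more germline RNA in the GMC101 library would give, so a difference in germline content in that direction could contribute and was not excluded. Log2 fold change and gene length had a Spearman correlation of -0.15 across genes, which are not independent replicates. The share of reads on the 10 genes with most reads differed by 2 percentage points, and the library totals by a ratio of 1.03. Gene length, the genes with most reads and depth did not reach the limits set. The assumed dispersion did. With a biological coefficient of variation of 0.4 the number fell to 51. In simulated counts with a true coefficient of 0.4 and the test run at 0.2, 2074 unchanged genes of 21068 at 24 h and 2006 of 18534 at 8 h were called, while a true coefficient of 0.2 gave 10 and 9. At 8 h, where 156 genes were past the threshold, a true coefficient of 0.4 across all genes was thus not borne out, and one of 0.3, which gave 382 unchanged genes called there, was not either. At 24 h, with 1915 genes past the threshold, a true coefficient of 0.3 gave 431. The spread of log2 fold changes among genes with a mean of at least 1000 normalized counts, real differences included, gave a coefficient of 0.0573 at 8 h and 0.177 at 24 h, and genes with fewer counts were not covered by it. Some of the genes past the threshold at 24 h may still arise from differences between populations of worms larger than the dispersion assumed, and 1 value per strain does not tell these apart from a difference due to the strains.

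Marker lists written before the data were examined differed between the strains at 24 h in a way the paper does not report. Major sperm protein and other sperm genes had a median log2 fold change of 2.50 over 46 genes (percentile 100 of random lists), with 37 past the threshold, against 0.27 over 50 genes at 8 h (percentile 100), with none past the threshold. The 6 vitellogenin genes had a median of 3.17 at 24 h and -0.62 at 8 h. Muscle genes had a median of 0.93 at 24 h and -0.16 at 8 h. Cuticle collagen genes had a median of 0.25 at 24 h (percentile 100), with 34 past the threshold as higher and 3 as lower (rol-1 and, singled out after their values were seen, col-49 and col-146), and -0.64 at 8 h (percentile 0), with 19 as lower. They took 15098 CPM in GMC101 and 3172 in CL2122 at 24 h. The directions of these medians held under the scalings tried. Sperm genes took 5023 CPM in GMC101 and 4006 in CL2122 at 8 h, and 390.1 and 77.0 at 24 h. Vitellogenin genes took 44250 and 53941 at 8 h, and 39410 and 18044 at 24 h, and the tables of the 2 times were normalized separately and, by the sheet name of the paper's supplementary table for 8 h, come from different batches. Sperm and yolk RNA thus fell further from 8 h in CL2122 than in GMC101. A candidate explanation is that the worms differed in stage at 24 h. The correlation across genes of the strain difference at 24 h with the change from 8 h to 24 h was tested. With the change in CL2122 it was -0.71, a sign that noise in the shared CL2122 library would also give, so this test could not decide. With the change in GMC101, where shared noise works the other way, it was -0.28, close to but short of the limit of -0.3, in a test written after the other test and the levels above were seen. Since shared noise works against a negative value there, falling just short of the limit does not count against a difference in stage, which these libraries cannot tell apart from the strain difference.

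The higher V-ATPase genes at 24 h were set against a wider excess of RNA in GMC101 over CL2122. In summed CPM, V-ATPase genes fell from 8 h to 24 h in both strains. Their level went from 6290 to 4534 in GMC101 and from 5934 to 3467 in CL2122. Muscle genes fell in both strains too, while oocyte and eggshell genes rose in GMC101 and fell in CL2122. The times are also batches, so these changes over time have no separate check. The muscle list, which shares no gene with the V-ATPase list, was also at percentile 100 of random lists, so an excess not specific to lysosomal genes may contribute. That excess was not confined to somatic genes, since the oocyte and eggshell list had a median of 0.66, with all 17 genes above 0, and all 46 sperm genes were above 0 as well. The scaling of the libraries did not remove the strain difference of the V-ATPase genes, since their median with total-count scaling was 0.35. A biological explanation was not separated from the wider excess.

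The log2 fold changes printed in Tables 3 and 4 were compared with every ordered pair of the 4 libraries. The closest pair for Table 4 was GMC101 8 h over CL2122 24 h, at a root mean square difference of 0.858, and for Table 3 it was GMC101 8 h over CL2122 8 h, at 3.33. No pair came within the 0.1 set for a match, so another pairing of these libraries was not borne out as their source.

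The genes of Figure 2E, which the paper measured by qPCR, had a median log2 fold change of -0.15 at 24 h over 7 genes (percentile 10.7 of random lists), and none was past the threshold. In the authors' deposited table the values were -0.34 for lmp-1, -0.18 for lmp-2, -0.18 for snap-29, -0.15 for syx-17, -0.043 for rab-7, 0.042 for rab-10 and 0.35 for lgg-3. Under total-count scaling the median was -0.34 and rab-10 was below 0. The RNA of let-363, whose protein the paper reports as raised, had a log2 fold change of -0.55 at 24 h and -0.21 at 8 h in the authors' deposited table, with 3115 reads in GMC101 and 5054 in CL2122 at 24 h. The gene was not past the threshold at either time. The gene unc-54, whose promoter and 3' end the transgene of GMC101 carries, had a log2 fold change of 1.17 at 24 h and -0.56 at 8 h in the authors' deposited table.

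The part of the paper's protein table analysed here holds 806 proteins with a fold change. Across the 695 genes with a value in both, the paper's protein log2 fold change and the RNA log2 fold change at 24 h had a Spearman correlation of 0.051, across genes, which are not independent replicates. The part analysed holds 30 proteins the paper marks as significant, far fewer than the raised and lowered proteins its text reports. Of the 22 of them matched to a gene, 10 had an RNA change of the same sign. Most of the paper's significant proteins were thus not covered by these comparisons. The paper's protein value for hsp-70 was 6.38, beside 2.38 for its RNA. For 7 V-ATPase subunits in that part, the median was 0.10 for the paper's protein values and 0.76 for the RNA of the same genes. The paper's p-values and signed protein log2 fold changes had a Spearman correlation of 1 among the 391 lowered proteins and of -0.96 among the 415 raised ones, so in both groups smaller p-values went with larger changes.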
